# Puberty-specific promotion of mammary tumorigenesis by a high animal fat diet

**DOI:** 10.1186/s13058-015-0646-4

**Published:** 2015-11-02

**Authors:** Mark D. Aupperlee, Yong Zhao, Ying Siow Tan, Yirong Zhu, Ingeborg M. Langohr, Erin L. Kirk, Jason R. Pirone, Melissa A. Troester, Richard C. Schwartz, Sandra Z. Haslam

## Abstract

**Introduction:**

Increased animal fat consumption is associated with increased premenopausal breast cancer risk in normal weight, but not overweight, women. This agrees with our previous findings in obesity-resistant BALB/c mice, in which exposure to a high saturated animal fat diet (HFD) from peripuberty through adulthood promoted mammary tumorigenesis. Epidemiologic and animal studies support the importance of puberty as a life stage when diet and environmental exposures affect adult breast cancer risk. In this study, we identified the effects of peripubertal exposure to HFD and investigated its mechanism of enhancing tumorigenesis.

**Methods:**

Three-week-old BALB/c mice fed a low-fat diet (LFD) or HFD were subjected to 7,12-dimethylbenz[*a*]anthracene (DMBA)-induced carcinogenesis. At 9 weeks of age, half the mice on LFD were switched to HFD (LFD-HFD group) and half the mice on HFD were switched to LFD (HFD-LFD group). Tumor gene expression was evaluated in association with diet and tumor latency.

**Results:**

The peripubertal HFD reduced the latency of DMBA-induced mammary tumors and was associated with tumor characteristics similar to those in mice fed a continuous HFD. Notably, short-latency tumors in both groups shared gene expression characteristics and were more likely to have adenosquamous histology. Both HFD-LFD and continuous HFD tumors showed similar gene expression patterns and early latency. Adult switch from HFD to LFD did not reverse peripubertal HFD tumor promotion. Increased proliferation, hyperplasia, and macrophages were present in mammary glands before tumor development, implicating these as possible effectors of tumor promotion. Despite a significant interaction between pubertal diet and carcinogens in tumor promotion, peripubertal HFD by itself produced persistent macrophage recruitment to mammary glands.

**Conclusions:**

In obesity-resistant mice, peripubertal HFD is sufficient to irreversibly promote carcinogen-induced tumorigenesis. Increased macrophage recruitment is likely a contributing factor. These results underscore the importance of early life exposures to increased adult cancer risk and are consistent with findings that an HFD in normal weight premenopausal women leads to increased breast cancer risk. Notably, short-latency tumors occurring after peripubertal HFD had characteristics similar to human basal-like breast cancers that predominantly develop in younger women.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13058-015-0646-4) contains supplementary material, which is available to authorized users.

## Introduction

Diets high in saturated fat (e.g., a Western diet), as well as high body mass index (BMI) and obesity, have been implicated as risk factors for breast cancer. However, clear delineation of the roles of dietary fat vs. obesity in relation to risk and to breast cancer subtypes is complex (reviewed in [1, 2]). There is increasing consideration of the importance of the time during the life course when diet and/or obesity affect risk. High BMI is associated with decreased risk of estrogen receptor– and progesterone receptor–positive (ER + PR+) premenopausal breast cancers, but it is also associated with increased risk of premenopausal triple-negative breast cancer in African American women [3]. Regardless of race, both luminal ER + PR+ and triple-negative breast cancers are associated with obesity during the postmenopausal period [3]. Emerging evidence indicates that high total fat intake tends to increase breast cancer risk [4]. Notably, increased consumption of animal fat in red meat is associated with increased premenopausal breast cancer risk; importantly, animal fat consumption increased breast cancer in normal weight women but not in overweight and obese women [5]. This report of Farvid et al. [5] is in accord with our previous studies [6], in which we found that a diet high in saturated animal fat (HFD) promoted mammary tumor development in obesity-resistant BALB/c mice. Additional epidemiologic evidence and animal studies support the importance of the pubertal period, a time of rapid breast development, as a time in the life course when diet and environmental exposures can affect breast cancer risk in adulthood. This has important relevance for early-life prevention strategies to reduce breast cancer.

We have investigated the effects of HFD initiated in peripuberty and continued throughout adulthood on the development of carcinogen-induced breast cancers in obesity-resistant BALB/c mice [6]. Using this experimental design, we found that HFD caused significant changes in mammary glands before the development of tumors, such as increased numbers of mammary epithelial hyperplastic lesions, enhanced mammary cell proliferation, increased growth and inflammatory factor gene expression, increased mammary gland chemokine and cytokine gene expression associated with immunosuppressive regulatory T cells, increased vascularization, and elevated numbers of M2 macrophages. Furthermore, HFD dramatically reduced tumor latency, and the early developing tumors exhibited gene expression patterns similar to human basal-like breast cancers. Also noteworthy was the finding that HFD did not cause significant weight gain or obesity or significant changes in blood levels of insulin, glucose, estrogen, or progesterone. Importantly, these findings indicate a potential risk from HFD for a broader segment of the population than only those who become obese, an observation that is consistent with recent epidemiological studies [5].

The present study was undertaken to identify the specific effects of exposure to HFD in peripuberty vs. adulthood, as well as to further investigate the mechanistic basis of dietary animal fat effects that contribute to enhanced tumor development. Using the same animal model, we found that a relatively short exposure to HFD limited to the peripubertal period was sufficient to increase mammary cell proliferation, mammary hyperplasia development, and macrophage recruitment. Further, these effects were sustained and not reversed after changing to a low-fat diet (LFD). Decreased tumor latency was also observed when exposure to HFD was limited to peripuberty. Notably, the early developing tumors exhibited similar gene expression and histopathological characteristics as those observed after continuous HFD exposure. There was also increased occurrence of an ER − PR− phenotype among early developing tumors, regardless of their histopathology. Interestingly, only HFD exposure restricted to adulthood resulted in body weight gain, but this did not have a promotional effect on tumor development compared with continuous exposure to either LFD or HFD. These findings further implicate peripubertal HFD in itself as a potential mammary cancer risk factor.

## Methods

### Animals

Three-week-old female BALB/c mice were purchased from Charles River Laboratories (Portage, MI, USA). Mothers of these mice were maintained on a LabDiet 5L79 diet (LabDiet, St. Louis, MO, USA) before and during pregnancy and while nursing. Upon arrival, mice were randomly distributed into two nonisocaloric diet groups: LFD or HFD. Animals were housed in polysulfone cages and received food and water ad libitum. Food consumption was monitored over a 24-h period weekly, and the weight of food consumed in each diet was similar. Housing facilities were maintained on a 12:12-h light-dark cycle at 20–24 °C with 40–50 % relative humidity. All animal experimentation was conducted in accordance with accepted standards of humane animal care and approved by the All University Committee on Animal Use and Care at Michigan State University.

Diets were initiated at 3 weeks of age. At 9 weeks of age, half the mice on LFD were switched to HFD (LFD-HFD mice, n = 45) and half the mice on HFD were switched to LFD (HFD-LFD mice, n = 42). The remaining mice on HFD (n = 101) or LFD (n = 90) were kept on the same diets for the duration of the experiments. Among the animals in the analyses presented here were mice subjected to 7,12-dimethylbenz[*a*]anthracene (DMBA)-induced tumorigenesis in our initial study comparing continuous HFD with LFD [6]. For all groups, the experimental period ended at 45 weeks of age. The detailed composition of the diets is described in Additional file 1: Table S1.

### Tumorigenesis

Mice were treated with DMBA (Sigma-Aldrich, St. Louis, MO, USA) prepared in vegetable oil and administered by oral gavage (50 mg/kg body weight/mouse) once per week for 4 weeks starting at 5 weeks of age. Additional control mice were kept on the same diet protocols but were not treated with DMBA. Body weights were monitored weekly, and animals were palpated for tumors once per week starting at 8 weeks after the first DMBA dose. Tumor volume was measured twice per week and harvested at 1-cm size. Two hours before being killed, mice were injected with 5-bromo-2′-deoxyuridine (BrdU) (70 μg/g body weight; Sigma-Aldrich) for analysis of cellular proliferation. At termination of all feeding studies, portions of tumors and mammary tissues were either snap-frozen for protein and RNA isolation or formalin-fixed and either processed as whole mounts [7] or paraffin-embedded for hematoxylin and eosin (H&E) staining and immunohistochemistry [8]. Whole-mount preparations of glands and H&E sections were scored for overall morphology and the presence of hyperplasia and neoplasia [9]. All lesions and tumors were reviewed and classified as previously described [10].

### Metabolic parameters

Plasma glucose and insulin levels were metabolic parameters measured as previously described [6]. Nonfasting, randomly sampled glucose and insulin levels were obtained from mice fed ad libitum as an appropriate and acceptable method based on mouse feeding habits and the stress caused by fasting [11]. Plasma levels of glucose were determined by ACCU-CHEK Compact glucometer (Roche Diagnostics, Indianapolis, IN, USA), and insulin levels were determined with an insulin enzyme-linked immunosorbent assay kit from EMD Millipore (catalog number EZRMI-13K; Billerica, MA, USA), following the manufacturer’s instructions.

### Immunofluorescence and immunohistochemical analyses

Detection of ERα, PR, and HER2/Neu was performed as previously described [6]. ERα was detected with mouse anti-ERα [1:10 in phosphate-buffered saline (PBS)–0.5 % Triton X-100, catalog number NCL-ER-6F11; Leica Biosystems, Newcastle upon Tyne, UK) followed by Alexa Fluor 488–labeled goat anti-mouse secondary antibody (Ab) (1:200 in PBS; Life Technologies, Grand Island, NY, USA). PR was detected with rabbit anti-PR (1:200 in 2 % bovine serum albumin in phosphate-buffered saline (PBSA), catalog number A0092; DAKO, Carpinteria, CA, USA) followed by Alexa 488–labeled goat anti-rabbit secondary Ab (1:200 in PBS; Life Technologies). For HER2/Neu, sections were not blocked but immediately incubated with goat anti-Neu (1:50 in PBS, catalog number sc-284-G; Santa Cruz Biotechnology, Santa Cruz, CA, USA) followed by incubation with an Alexa Fluor 488–labeled donkey anti-goat secondary Ab (1:400 in PBS; Life Technologies). For ERα and HER2/Neu assessment, a minimum of 1000 cells were counted for each tumor. Tumors were considered to be ERα-positive (ER+) if 10 % or more of the total cells counted were ER+ [12]. A minimum of 500 cells per section for each tumor were counted.

β-catenin was detected with rabbit polyclonal anti-β-catenin (1:200 in 1 % PBSA, catalog number C2206-1 ml; Sigma-Aldrich) at 4 °C overnight, followed by Alexa Fluor 488–labeled goat anti-rabbit secondary Ab (1:400 in PBS; Life Technologies). To analyze overall β-catenin fluorescence intensity, the average pixel intensity of all positively stained cells within the ductal epithelium was determined. A threshold was set to exclude background fluorescence, and images were gated to include intensity measurements only from positively staining epithelial cells. To assess nuclear localization of β-catenin, a nuclear β-catenin score between 1 and 5 was assigned to each tumor by two independent evaluators, where 1 was the absence of nuclear β-catenin and 5 was more than 50 % of cells expressing nuclear β-catenin.

Analysis of macrophages in mammary gland or tumor sections was performed as previously described [6]. Macrophages were detected with rat monoclonal anti-F4/80 (1:75 in PBS–0.5 % Triton X-100, catalog number MCA497R; AbD Serotec, Raleigh, NC, USA), followed by incubation with Alexa 488–labeled goat anti-rat secondary Ab (1:100 in PBS; Life Technologies). M2-activated macrophages were detected by double-labeling with rat monoclonal anti-F4/80 and goat anti-arginase 1 (anti-Arg1) (1:200 in PBS–0.5 % Triton X-100, catalog number sc-18354; Santa Cruz Biotechnology), followed by appropriate secondary antibodies conjugated with fluorescent labels. The number of F4/80 and/or Arg1-positive cells was expressed as cells per structure in the mammary gland periepithelial area and cells per image in tumor samples.

Detection of BrdU incorporation was used as a measure of proliferation as previously described [6]. BrdU incorporation was detected with mouse anti-BrdU (1:100 in PBS–0.5 % Triton X-100, catalog number ab27958; Abcam, Cambridge, MA, USA), followed by Alexa Fluor 488–labeled goat anti-mouse secondary Ab (1:200 in PBS; Life Technologies). A minimum of 1000 cells were counted for each section, and a minimum of 2–3 tissue sections per animal were analyzed.

All immunofluorescence sections were counterstained with 4′,6-diamidino-2-phenylindole. The stained sections were visualized with a Nikon Eclipse TE2000-U fluorescence microscope (Nikon, Melville, NY, USA) using a 40× lens objective, and the captured fluorescence images were analyzed using MetaMorph software (Molecular Devices, Sunnyvale, CA, USA). Histological sections of mammary glands stained for macrophages and cellular proliferation were analyzed by mammary gland epithelial structure: ducts or hyperplastic foci. Hyperplastic structures had multiple cell layers of noticeably distorted epithelium compared with normal epithelial structures.

CD31 staining was used to detect blood vessels as previously described [6]. CD31 was detected with rabbit anti-CD31 (1:50 in PBS–0.5 % Triton X-100, catalog number AP15436PU-N; Acris Antibodies, San Diego, CA, USA), followed by secondary swine anti-rabbit Ab (DAKO) and VECTASTAIN ABC reagent (PK-7100; Vector Laboratories, Burlingame, CA, USA). The sections were then incubated with metal-enhanced 3,3′-diaminobenzidine substrate solution (1:10 dilution with Pierce stable peroxide substrate buffer; Thermo Scientific, Rockford, IL, USA) and counterstained with hematoxylin. The stained sections were visualized with a Nikon Eclipse E400 light microscope (Nikon) using a 40× lens objective. A minimum of 1000 cells were counted for each section, and a minimum of 2–3 tissue sections per animal were analyzed. Digital micrographs were captured and quantified as previously described [6]. Blood vessel density was expressed as the percentage of CD31-positive squares.

### Quantitative reverse transcription polymerase chain reaction analysis

Total RNA was isolated from mouse inguinal mammary glands or tumors, cDNAs were prepared, and quantitative reverse transcription polymerase chain reaction (qRT-PCR) was performed as previously described [6]. Primers for the following selected RNAs were purchased from SABiosciences (Frederick, MD, USA): transforming growth factor α (Tgfa) (PPM03051G), chemokine (C-C motif) ligand 1 (Ccl1) (PPM03138C), Ccl17 (PPM02963B), Ccl20 (PPM03142B), Ccl22 (PPM02950B), transforming growth factor β1 (Tgfb1) (PPM02991B), neurotrophin 3 (Ntf3) (PPM04325A), transformation-related protein 53 (Trp53) (PPM02931C), cyclin D2 (Ccnd2) (PPM02900F), catenin (cadherin associated protein), beta 1 (Ctnnb1) (PPM03384A), breast cancer 1, early onset (Brca1) (PPM03442A), apoptotic peptidase activating factor 1 (Apaf1) (PPM03407F), bone morphogenetic protein 7 (Bmp7) (PPM03001C), Bmp10 (PPM04457A), hypoxanthine-guanine phosphoribosyltransferase (PPM03559F), and heat shock protein 90 alpha (cytosolic), class B member 1 (PPM04803F). The RNAs analyzed for each treatment group are presented in Additional file 2: Table S2.

### Microarray analysis

Agilent Technologies (Santa Clara, CA, USA) 4 × 44K whole mouse genome microarrays were performed according to the manufacturer’s protocol with linear amplification and two-color hybridization using total RNA isolated from mouse mammary tumors (Additional file 2: Table S2). The reference channel was universal mouse reference (as described in [13]) and was labeled with cyanine 5. 

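The sample labels of the arrays name the dyes the other way round, with tumor RNA in cyanine 5 and the reference RNA in cyanine 3, and the signals were used to tell which channel held the tumor. The reference RNA was the same on every array, so its channel had to vary less between arrays. Over 26754 probes on 24 arrays scaled to the same quantiles, the median SD between arrays was 0.57 log2 units in cyanine 5 and 0.19 in cyanine 3. The cyanine 5 channel lay further from the median array than the cyanine 3 channel on 24 of 24 arrays. RNA of female tumors holds no transcripts of the Y chromosome, and the 2 Y chromosome probes tested were brighter in cyanine 3 on all 24 arrays, by 2.75 to 3.83 log2 units. Ratios are therefore given as cyanine 5 over cyanine 3, tumor over reference.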

Spots that had intensity greater than 10 dpi in at least 80 % of samples were selected for subsequent analysis. 

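Of 39429 probes on the arrays, 26754 had a background-subtracted signal over 10 in both channels on at least 80% of the 24 arrays. With 1 probe kept for each gene, the one with the highest mean intensity, 20580 genes entered the tests. Among the genes that the paper names in tumors or in mammary glands, Bmp10, Ccl20, Ccl22 and Pgr had no probe that passed. The probes of Ccl20 and Ccl22 had a signal over 10 in the tumor channel on 2 arrays each. The 3 probes of Pgr did on 20 to 22 arrays and that of Bmp10 on 23, and they failed in the reference channel, with 1 to 10 arrays for Pgr and 18 for Bmp10.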

Data were Lowess-normalized, and missing data were imputed using *k*-nearest neighbors with *k* = 10. 

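Normalization within arrays could not remove a loss of cyanine 5 signal that followed the position of the spots on the 7 arrays of slides 6 and 7. The ratio of cyanine 5 to cyanine 3 was taken in bands of 10 rows of spots, relative to each array's median. On the 4 arrays of slide 6 it fell in the rows from 381, 391 or 411 to 532, with lowest bands between -4.98 and -4.42 log2 units. On the 3 arrays of slide 7 it fell in rows 1 to 100 or 110, with lowest bands between -5.04 and -4.52. No band on the other 17 arrays lay below -0.26. These rows held 22.6% to 28.3% of the spots on the arrays of slide 6 and 18.3% to 20.2% on those of slide 7. All 7 tumors were late tumors. Of the 20580 genes tested, 47.3% had their probe in a row dimmed on either slide. Missing values were imputed from the 10 nearest probes, and the dimmed rows were kept in the values given at each result unless stated otherwise.

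**Figure D1:**
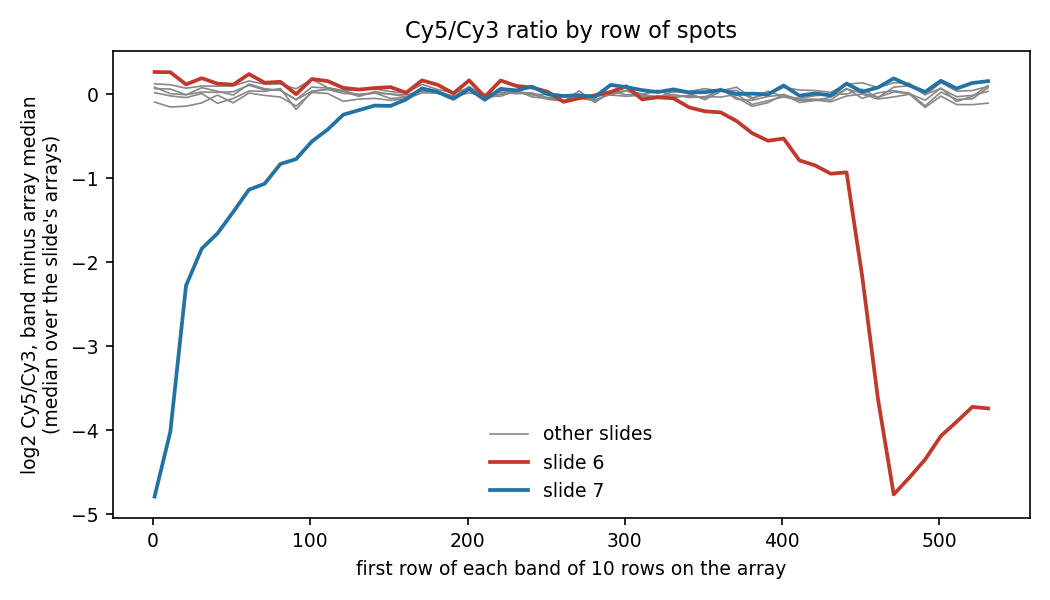
Ratio of cyanine 5 to cyanine 3 (log2, vertical axis, each band minus its array's median and the median over the slide's arrays) by the first row of each band of 10 rows (horizontal axis), 1 line per slide. Slide 6 falls in the last rows and slide 7 in the first rows, and no array of the other slides has a band below -0.26.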

A total of 25 microarrays were analyzed. Two-class significance analysis of microarrays was performed to identify differentially expressed genes between early vs. late tumor onset and HFD vs. LFD. 

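Significance analysis of microarrays with permuted labels was run on the same 20580 genes as an alternative to limma. At a false discovery rate under 0.05 it called 4776 genes between 6 early and 18 late tumors, of which 1294 were higher and 3482 lower in early tumors. Between 9 HFD and 5 LFD tumors it called 0 genes.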

All statistical analyses were conducted in R using the limma package in Bioconductor. For genes significantly associated (*p* < 0.05) with early vs. late tumor onset, gene ontology analyses were conducted using Ingenuity Pathway Analysis (QIAGEN, Redwood City, CA, USA). 

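The gene lists of Ingenuity Pathway Analysis were not used. In their place stood 13 gene lists written for the pathways that the paper names and 12 lists of marker genes of cell types, which were tested on all 20580 genes with limma's camera at a preset correlation of 0.01 between genes. No list was written for molecular mechanisms of cancer or for 14-3-3σ signaling, which were not analysed here.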

The data discussed in this publication have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) [14] database and are accessible at accession number [GEO:GSE73983] [15].

### Statistical analyses

qRT-PCR assays were statistically analyzed using proprietary software from SABiosciences. Otherwise, the results were expressed as mean ± standard error of the mean. Differences were considered significant at *p* < 0.05 using Student’s *t* test or analysis of variance followed by a Tukey’s multiple-comparisons test, as appropriate. Tumor incidence was analyzed by the χ^2^ test. Tumor latencies were determined from Kaplan-Meier plots.

## Results

### Peripubertal exposure to high-fat diet promotes tumorigenesis

Mice were fed HFD or LFD during peripuberty, from 3 to 9 weeks of age, and then switched to LFD (HFD-LFD) or HFD (LFD-HFD), respectively, for the remainder of the experimental period up to 45 weeks of age. Two additional groups of mice were fed HFD or LFD starting at 3 weeks of age and continuing to 45 weeks of age (Fig. 1a). Kaplan-Meier plots show similar tumor incidence and latency patterns for the HFD-LFD and continuous HFD (HFD) groups (Fig. 1b), as well as for the continuous LFD (LFD) and LFD-HFD groups (Fig. 1c). Although the trends of increased incidence and decreased latency of the HFD-LFD group did not reach statistical significance compared with the LFD-HFD group (Fig. 1d), the overall pattern was similar to continuous HFD vs. continuous LFD (Fig. 1e). The Kaplan-Meier plots for LFD vs. LFD-HFD and HFD vs. HFD-LFD were almost identical and not statistically different (Fig. 1b, c). These results indicate that the short period of 6 weeks on HFD during the peripubertal period (HFD-LFD group) had effects on tumor incidence and latency similar to those of mice fed continuously on HFD from puberty through adulthood up to 45 weeks of age. Furthermore, the switch from HFD to LFD in adulthood did not reverse the effects of peripubertal HFD on tumor promotion.

**Fig. 1:**
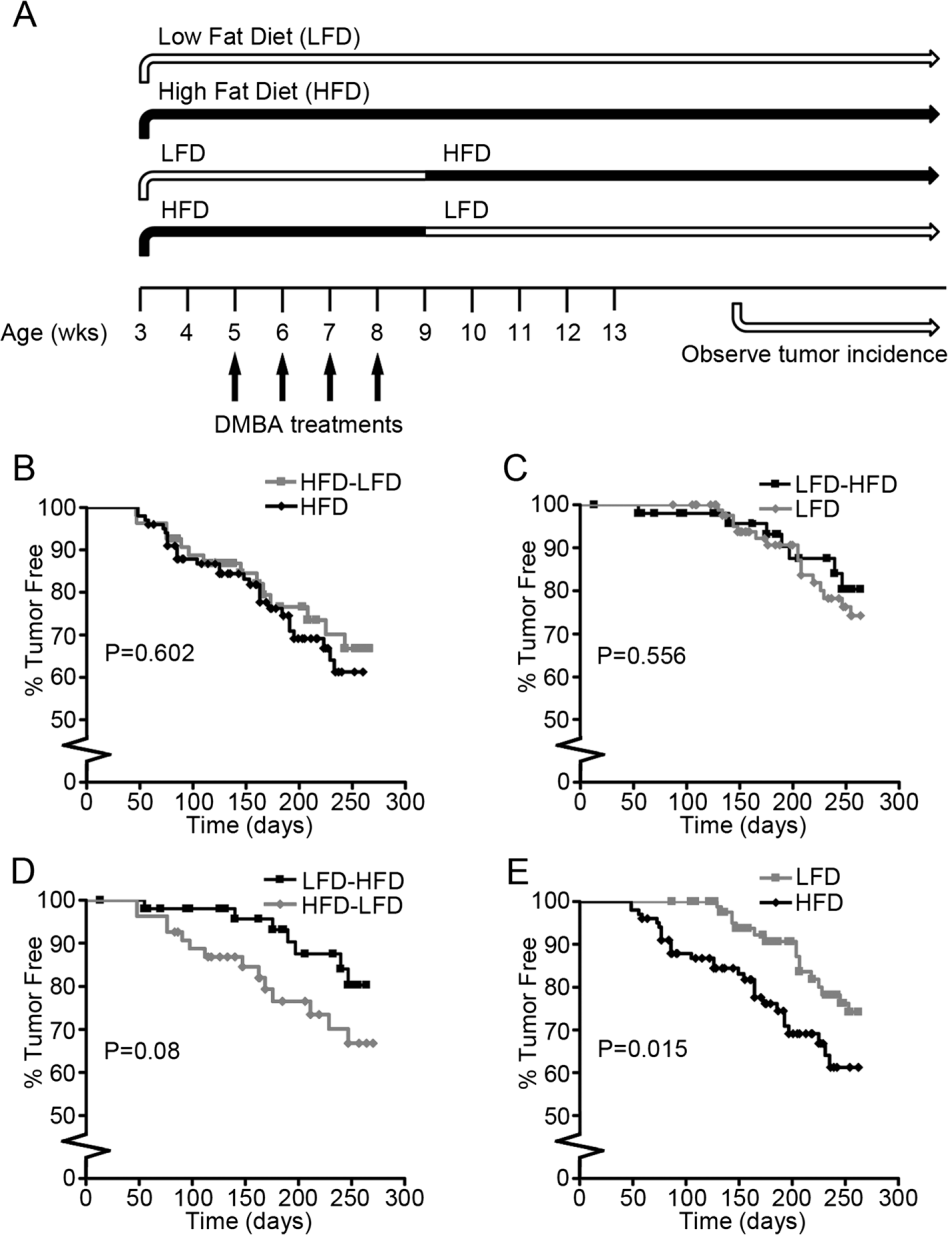
Experimental design and Kaplan-Meier plot of 7,12-dimethylbenz[*a*]anthracene (DMBA)-induced mammary tumors. **a** BALB/c mice were started on a high saturated animal fat diet (HFD) or a low-fat diet (LFD) at 3 weeks old. Mice were switched from HFD to LFD and from LFD to HFD at 9 weeks old. DMBA was administered weekly from ages 5 to 8 weeks. Tumor incidence was observed. **b**–**e** Kaplan-Meier plots of tumor incidence. Time = number of days after last DMBA treatment (HFD mice, n = 101; LFD mice, n = 90; HFD-LFD mice, n = 42; LFD-HFD mice, n = 45). **b** HFD-LFD vs. HFD. **c** LFD-HFD vs. LFD. **d** LFD-HFD vs. HFD-LFD. **e** LFD vs. HFD

### Tumor characteristics

Analysis of the tumor characteristics of histopathology, time to tumor development, and receptor status (Table 1) showed that 6 mice in the HFD-LFD group (n = 11) developed tumors less than 23 weeks after DMBA exposure, before any tumor incidence in the LFD-HFD group. These tumors were almost exclusively adenosquamous carcinomas and ER−, PR−, and Her2−. This is in contrast to the majority of tumors that developed later (≥23 weeks after DMBA exposure) in the LFD-HFD and HFD-LFD groups. There was no significant difference in the incidence proportion of ER+ and ER− glandular, cribriform, or papillary carcinomas between the later-developing tumors in the HFD-LFD and LFD-HFD groups (i.e., HFD-LFD late tumors, 3 of 5 ER+; LFD-HFD tumors, 4 of 6 ER+). The overall proportion of adenosquamous tumors in the HFD-LFD group was significantly higher than in the LFD-HFD group (*p* < 0.05) (Fig. 2a). The tumor latency of adenosquamous tumors was significantly shorter than that for all other tumor types in the HFD-LFD and LFD-HFD groups (*p* < 0.05) (Fig. 2b). The latency of nonadenosquamous tumors did not differ significantly between the HFD-LFD and LFD-HFD groups. Analysis of tumor cell proliferation showed that tumors in the HFD-LFD group collectively, as well as adenosquamous tumors specifically, exhibited significantly higher proliferation than tumors in the LFD-HFD group (*p* < 0.05) (Fig. 2c). A similar analysis was carried out among continuous HFD and LFD groups. There were no significant differences in the percentage of adenosquamous or other tumor types between the two diets (Fig. 2d). However, the HFD adenosquamous tumors had a significantly shorter latency (Fig. 2e) and significantly higher cell proliferation (Fig. 2f) than adenosquamous tumors that arose in mice on LFD (*p* < 0.05). There was equal representation of high-grade epithelial tumors across all diet treatments and early vs. late tumors (data not shown).

**Table 1:** Tumor characteristics

Diet	Weeks after first DMBA treatment	Histopathology	Hormone receptor status^a^
LFD-HFD	23	Glandular/spindle cell carcinoma	ER−PR−
	28	Papillary carcinoma	ER−PR−
	31	Glandular carcinoma	ER+PR+
	37	Glandular carcinoma	ER+PR+
	38	Papillary carcinoma	ER+PR+
	42	Glandular carcinoma	ER+PR+
HFD-LFD-early	10	Adenosquamous carcinoma	ER−PR−
	10	Adenosquamous carcinoma	ER−PR−
	16	Adenosquamous carcinoma	ER−PR−
	14	Adenosquamous carcinoma	ER−PR−
	17	Adenosquamous carcinoma	ER−PR−
	19	Cribriform carcinoma	ER−PR−
HFD-LFD-late	26	Papillary carcinoma	ER−PR−
	28	Papillary carcinoma	ER+PR+
	33	Glandular carcinoma	ER+PR+
	35	Glandular carcinoma	ER+PR+
	38	Adenosquamous carcinoma	ER−PR−

*DMBA* 7,12-dimethylbenz[*a*]anthracene, *ER* estrogen receptor, *HFD* high saturated animal fat diet, *LFD* low-fat diet, *PR* progesterone receptor

^a^ER status was based on >10 % receptor-positive cell. All ER−PR− tumors that were tested were also Her2−

**Fig. 2:**
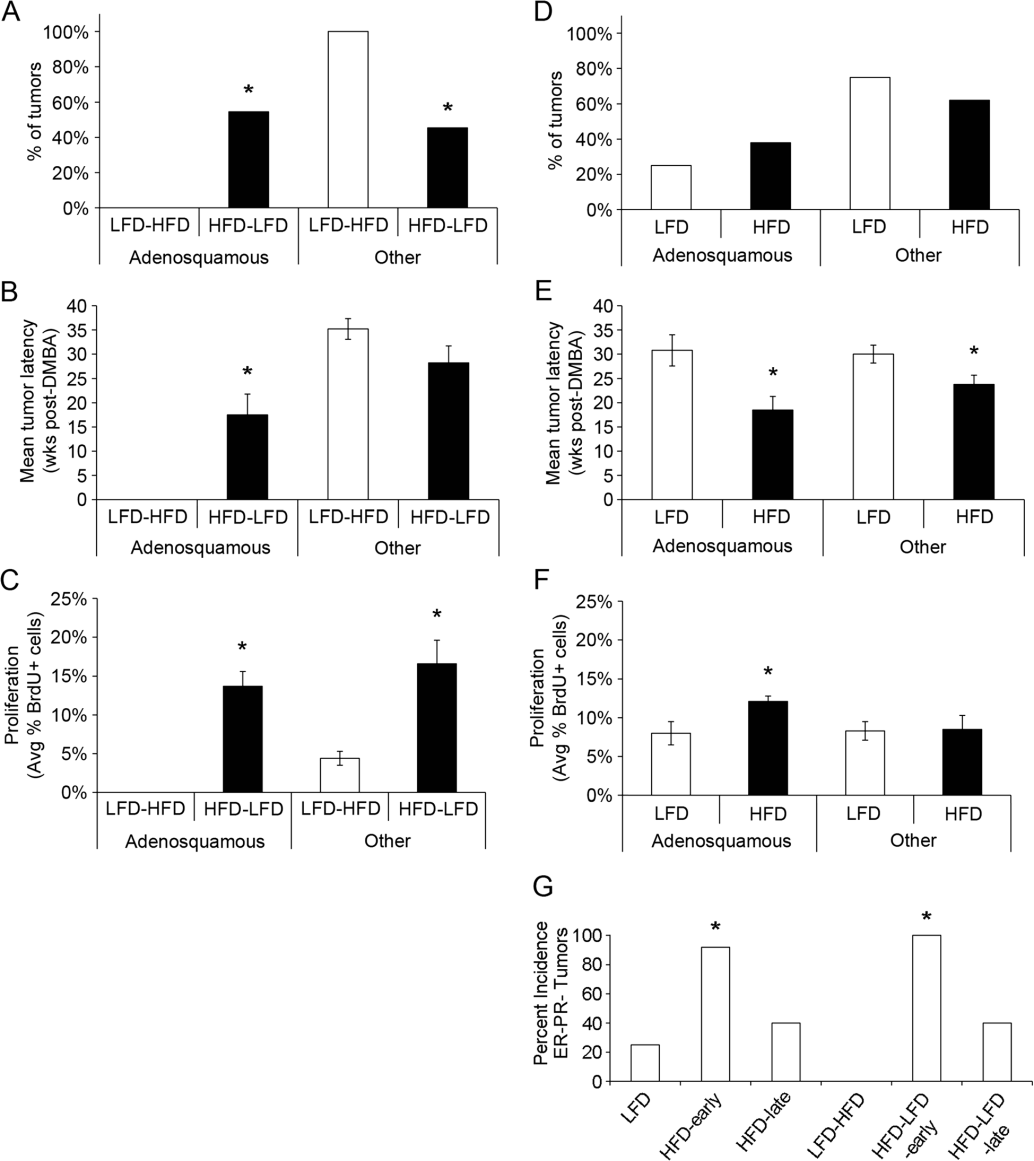
Tumor characteristics based on histopathology. **a** Mice that were on the high saturated animal fat diet (HFD) and were switched to the low-fat diet (HFD-LFD) had an increased proportion of adenosquamous tumors compared with mice on the HFD that were switched to LFD (LFD-HFD) (HFD-LFD 55 % vs. LFD-HFD 0 %). *p < 0.05. Conversely, LFD-HFD-fed mice had an increased proportion of nonadenosquamous tumors compared with HFD-LFD-fed mice (LFD-HFD 100 % vs. HFD-LFD 45 %). *p < 0.05. **b** Adenosquamous tumors (n = 6) in HFD-LFD-fed mice had reduced latency compared with other tumor types (n = 5). *p < 0.05. **c** Both adenosquamous and other mammary tumor types had increased proliferation in HFD-LFD-fed mice compared with tumors in LFD-HFD-fed mice (n = 6). *p < 0.05. **b** and **c** *Bars* represent mean ± standard error of the mean (SEM). **d** HFD-fed (n = 29 tumors) and LFD-fed (n = 16 tumors) mice had a similar incidence of all tumor types. **e** HFD-fed mice had reduced tumor latency for both adenosquamous (n = 12) and other tumor types (n = 17) compared with total tumors in LFD-fed mice (adenosquamous, n = 5; other, n = 11). *p < 0.05. **f** Adenosquamous tumors from HFD-fed mice had increased proliferation compared with all other tumors in HFD- and LFD-fed mice. *p < 0.05. **b**, **c**, **e**, and **f** *Bars* represent mean ± SEM. **g** Incidence of estrogen receptor– and progesterone receptor–negative (ER − PR−) tumors was increased among HFD-early (n = 11 of 12) and HFD-LFD-early (n = 6 of 6) tumors compared with LFD (n = 4 of 16), HFD-late (n = 2 of 5), LFD-HFD (n = 0 of 6), and HFD-LFD-late (n = 2 of 5) tumors. *p < 0.05. *BrdU* 5-bromo-2′-deoxyuridine, *DMBA* 7,12-dimethylbenz[*a*]anthracene

There were notable similarities between tumors developing on continuous HFD and on HFD restricted to peripuberty. Namely, both groups had early-onset adenosquamous tumors (reduced latency <23 weeks following exposure) and increased cell proliferation. Tumors with other histopathologies (i.e., glandular, cribriform, and papillary carcinomas) also showed significantly reduced latency in mice on continuous HFD compared with those on LFD (*p* < 0.05) (Fig. 2e), indicating that HFD also affects onset of these tumor types. These effects on continuous HFD-fed animals suggest that, although the peripubertal window may be especially sensitive, the effects of HFD persist in later adulthood. Furthermore, short-latency tumors occurring in both HFD and HFD-LFD mice showed a higher incidence of an ER−PR− phenotype than tumors in all other treatment groups (Fig. 2g). All ER−PR− tumors (Table 1) tested for Her2 were negative for that marker (data not shown).

We previously determined that continuous HFD treatment resulted in short-latency tumors that also had significant changes in angiogenesis and macrophage recruitment [6]. Thus, we analyzed these same properties in all tumors that developed in the HFD-LFD and LFD-HFD groups, and we compared the results to all tumors obtained with continuous diet treatments. Tumors from HFD-LFD mice had significantly increased angiogenesis compared with LFD tumors, similar to that observed in continuous HFD tumors (Fig. 3a). There was also a trend toward increased angiogenesis in LFD-HFD tumors (*p* = 0.07). Analysis of macrophage localization in tumors showed that, compared with LFD-HFD tumors, there were significantly increased numbers of macrophages within the stroma of HFD-LFD tumors (Fig. 3b). There was no difference in the level of Arg1-positive, alternatively activated macrophages between HFD-LFD and LFD-HFD tumors (Fig. 3b). Taken together, these results indicate that increased angiogenesis and macrophage recruitment were likely contributors to tumor promotion in HFD-LFD mice. Interestingly, because LFD-HFD tumors showed trends toward increased angiogenesis and macrophage recruitment, this suggests that when HFD exposure is limited to adulthood these tumor characteristics are also affected, although to a lesser extent than when HFD is limited to peripubertal exposure.

**Fig. 3:**
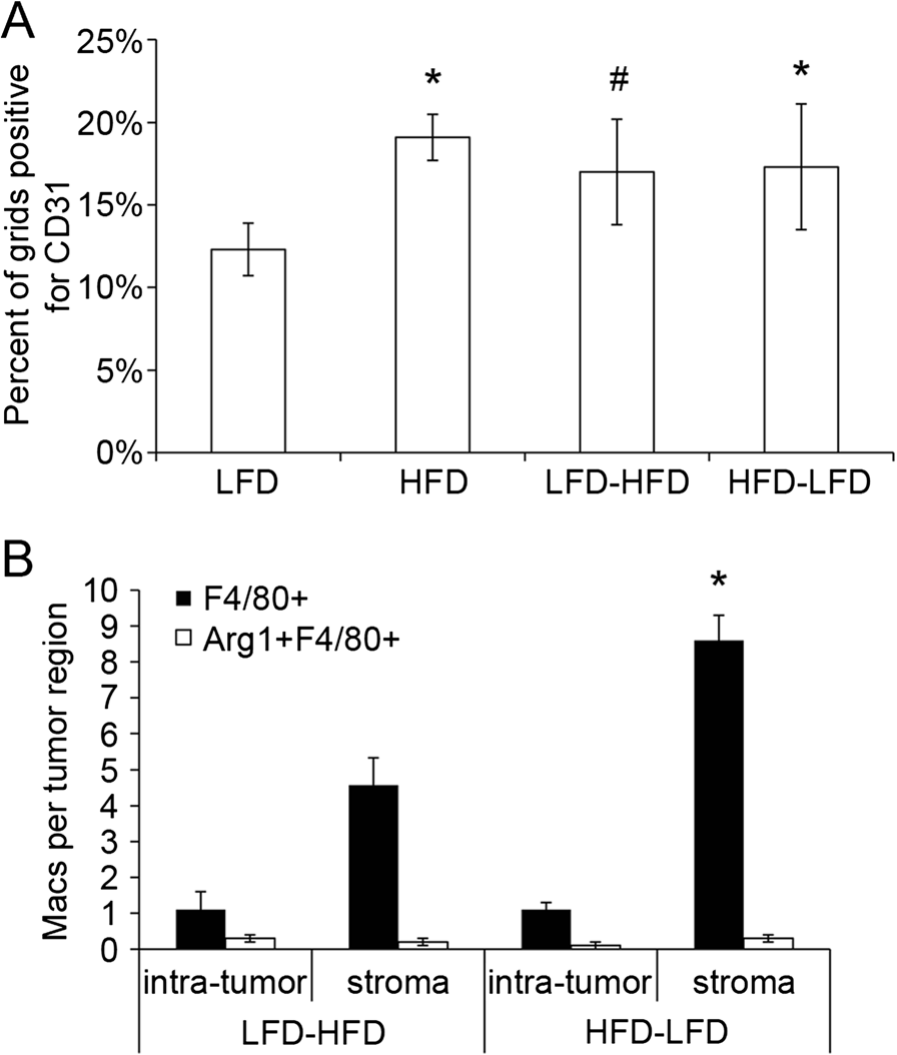
Overall tumor characteristics in HFD-, LFD-, HFD-LFD-, and LFD-HFD-fed mice. **a** Blood vessel density (CD31 staining) was increased in LFD-HFD-fed murine mammary tumors (#*p* = 0.07) and significantly increased in HFD- and HFD-LFD-fed murine mammary tumors compared with LFD-fed murine mammary tumors. *p < 0.05. **b** Macrophage (Macs; F4/80 staining) recruitment was increased within the stroma of tumors from mice fed a HFD-LFD vs. LFD-HFD. *p < 0.05. Bars represent mean ± standard error of the mean; n = 4–10 tumors per diet treatment. *Arg1* arginase 1, *HFD* high saturated animal fat diet, *HFD-LFD* mice on high saturated animal fat diet switched to low-fat diet, *LFD* low-fat diet, *LFD-HFD* mice on low-fat diet switched to high saturated animal fat diet

### Microarray analysis of gene expression in tumors

Microarray analysis was performed to examine differential patterns of gene expression between early- and late-occurring tumors that arose in the mice fed HFD, LFD, HFD-LFD, LFD-HFD. 

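Total RNA of 24 tumors was hybridized on Agilent whole mouse genome arrays, 1 tumor per array, beside a common reference RNA labeled with the other dye. The arrays held 3 early HFD tumors, 3 early HFD-LFD tumors and 18 late tumors, of which 5 were from LFD, 6 from HFD, 4 from LFD-HFD and 3 from HFD-LFD mice. Tumors are named here by their deposited labels. The authors deposited the scanner software's output, in which each spot has a mean intensity and a local background for each dye, with no dye normalization, and a ratio that the software had normalized for dye. In the tumor channel, between 65.3% and 89.1% of the probes per array were well above background, with a median of 77.5% in early HFD, 70.6% in early HFD-LFD, 67.9% in LFD, 73.4% in late HFD, 72.3% in LFD-HFD and 66.8% in late HFD-LFD tumors. From the intensities, background was corrected with limma's normexp at an offset of 50, ratios were normalized by loess and missing values were imputed, and each gene was tested with limma and Benjamini-Hochberg adjustment. The normexp step was fitted without spots that the software marked as outliers, a change made after the first results were seen, because with all spots it raised the floor of cyanine 5 on 7 arrays. The arrays came from 7 slides in 3 scan sessions. The early HFD tumors had slide 2 to themselves, and only slide 4 held both early tumors (3 HFD-LFD) and a late tumor (1 LFD-HFD), so slide and onset were nearly the same split. Session 1 held 3 early and 8 late tumors, session 2 held 3 early and 3 late, and session 3 held 7 late tumors and no early ones. The number of arrays limits the precision of every value.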

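In the limma comparison of 9 HFD tumors (3 early and 6 late) with 5 LFD tumors, 0 of 20580 genes had an adjusted p under 0.05, and the smallest adjusted p was 1.00. At an unadjusted p under 0.05, 504 genes differed, 252 higher and 252 lower in HFD tumors. Significance analysis of microarrays also called 0 genes, as did limma with only the 6 late HFD tumors against LFD, with scan session as a block and with any 1 array left out. Among the alternatives with an adjusted p, array weights moved the result most, to 410 genes (264 higher and 146 lower in HFD tumors). Slide as a fixed block compared these diets only within slide 6, whose 2 HFD tumors and 1 LFD tumor have dimmed rows. With slide as a fixed block 30 genes were called, and in a fit over all 24 arrays 1 gene was.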

Comparison of tumors that arose in mice fed continuous HFD (n = 9) vs. those fed continuous LFD (n = 3) yielded no significant difference in their patterns of gene expression (data not shown), suggesting that the effects of diet on tumor characteristics were indirect. That is, diet affected tumorigenesis by decreasing latency, with resulting changes in gene expression for early- vs. late-onset tumors. Comparison of animals with early tumors (n = 7) vs. late tumors (n = 18) yielded 770 genes. 

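With 6 early and 18 late tumors, 2349 of 20580 genes had an adjusted p under 0.05 in limma, 817 higher and 1532 lower in early tumors. At an unadjusted p under 0.05 there were 5794 genes. The number of genes called depended on how slides and arrays entered the model. Array weights raised it to 6951 and slide as a fixed block lowered it to 77, of which 32 were among the 2349. The fixed block compared onset only within slide 4, between 3 early tumors and 1 late tumor. With slide as a random block, 424 genes were called (158 higher and 266 lower), and 412 of them were among the 2349 with the same sign. With the dimmed rows of slides 6 and 7 set missing, 4135 genes were called, including 2252 of the 2349. Within scan session 1, 3 early and 8 late tumors gave 1598 genes, and within session 2, 3 early and 3 late tumors gave 2360. Session 3 held only late tumors. With each array left out in turn, the count ran from 1060, without the early HFD tumor MSU_768, to 2957, without the LFD tumor MSU_137. The median log2 difference over all genes was -0.02 with loess and 0.21 with median centring of each array, under which 1480 of 2109 called genes (70.2%) were higher in early tumors, against 34.8% with loess.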

A hierarchical cluster of these genes resulted in two main sample clusters (Fig. 4). 

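Hierarchical clustering of the arrays on the 770 genes with the smallest p for early against late (1 minus Pearson correlation, average linkage) gave 2 clusters of 12 arrays when the tree was divided in 2. The first held 6 of 6 early and 6 of 18 late tumors, and the other 12 late tumors (Fisher's exact test, two-sided, p = 0.0137). The genes were chosen on the same onset labels. Of 100 splits of 6 against 18 arrays, the real one included and each with its own 770 genes, 31 gave a p as small. The distance and linkage are not named in the paper's text. With Euclidean distance the early cluster held 6 early and 0 late tumors, and with complete linkage 6 early and 6 late.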

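By diet, the cluster with the early tumors held 3 of 3 early HFD, 3 of 3 early HFD-LFD, 2 of 6 late HFD, 2 of 3 late HFD-LFD, 2 of 5 LFD and 0 of 4 LFD-HFD tumors. HFD and HFD-LFD together had 10 of 15 tumors in it, against 2 of 9 for LFD and LFD-HFD (Fisher's exact test, two-sided, p = 0.0894). Among late tumors alone, the numbers were 4 of 9 and 2 of 9 (Fisher's exact test, two-sided, p = 0.620). The histology of each tumor could not be matched to its array.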

The first cluster (upregulated in early-onset tumors) was enriched, but not exclusively, for adenosquamous histology and, importantly, for both continuous HFD and peripubertal HFD (HFD-LFD) vs. continuous LFD and adult HFD (LFD-HFD). This reinforces the conclusion that peripubertal exposure to HFD is sufficient to promote tumorigenesis similarly to continuous exposure to HFD [6].

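When each set of early tumors was compared by itself with the 18 late tumors, the 3 early HFD tumors gave 2114 genes (836 higher and 1278 lower) and the 3 early HFD-LFD tumors gave 473 (235 higher and 238 lower). Of these, 1102 and 394 genes were among those called with all 6 early tumors, all with the same sign. From the absence of a difference between tumors on continuous HFD and continuous LFD, the paper proposes that diet affected the tumors indirectly, through a shorter latency. It states that the enrichment of the early cluster for both diets with HFD around puberty reinforces its conclusion that HFD in that period is enough to promote tumors in the way that continuous HFD does.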

**Fig. 4:**
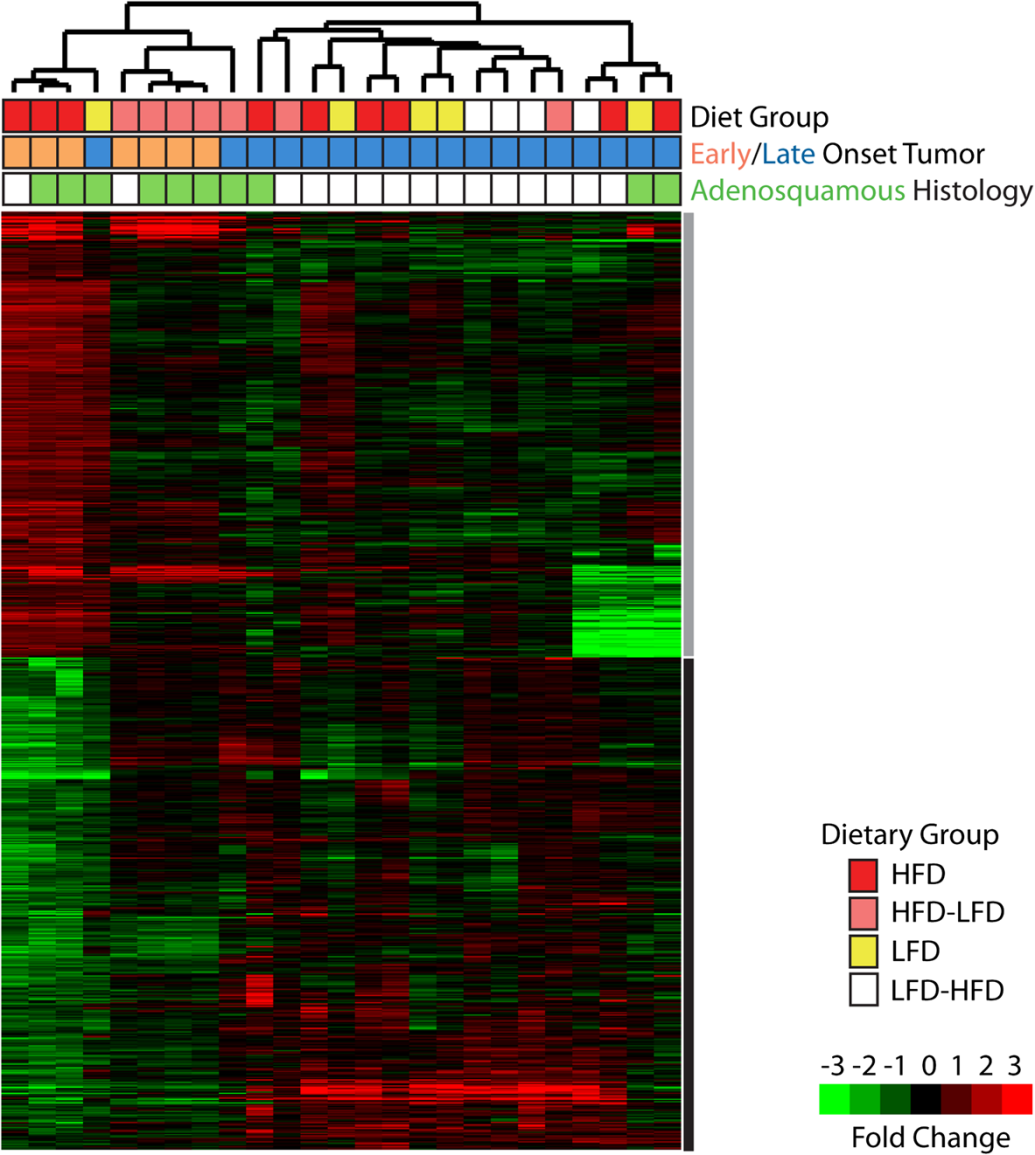
Microarray heat map cluster analysis. The heat map and dendrogram represent a two-class significance analysis of genes differentially expressed between early vs. late tumor onset and high saturated animal fat diet (HFD) vs. a low-fat diet (LFD). Two gene clusters were identified: one enriched for genes upregulated among early-occurring tumors (*gray bar*) and one enriched for genes downregulated among early-occurring tumors (*black bar*). Early-occurring tumors from HFD- and HFD-LFD-fed mice cluster together. Diet group, early vs. late tumor onset, and adenosquamous vs. other histologies are noted. *HFD-LFD* mice on high saturated animal fat diet switched to low-fat diet, *LFD-HFD* mice on low-fat diet switched to high saturated animal fat diet

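The 5 largest rises among called genes, with the same sign in HFD and HFD-LFD tumors, were in Mycn, Serpinb11, Wif1, Aqp3 and Krtap6-5, and the 5 largest falls were in Cck, Prlr, Sec14l4, Cyp3a25 and Fcgbp. Mycn, whose probe lies on chromosome 12 of mm9 from 12943193 to 12943252, had a log2 ratio to the reference of 1.69 ± 0.57 (SD, n = 6) in early and -2.11 ± 1.80 (SD, n = 18) in late tumors. This is a difference of 3.80 (standard error 0.72, adjusted p = 0.00253, limma). Wif1, on chromosome 10 from 120537079 to 120537138, differed by 3.53 (standard error 0.65, adjusted p = 0.00208). All 6 early tumors were above the late median for both genes. Cck, on chromosome 9 from 121398943 to 121399002, was at -4.79 ± 1.00 (SD, n = 6) in early and -0.36 ± 2.51 (SD, n = 18) in late tumors, a difference of -4.43 (standard error 1.02, adjusted p = 0.00814). The prolactin receptor gene Prlr, on chromosome 15 from 10259066 to 10259125, differed by -3.94 (standard error 0.85, adjusted p = 0.00570), and no early tumor was above the late median for either gene. The adjusted p of the other 6 genes lay between 0.00357 for Sec14l4 and 0.0408 for Aqp3. The probes of Mycn, Serpinb11 and Aqp3 lie in rows dimmed on slide 6, and those of Krtap6-5 and Cyp3a25 in rows dimmed on slide 7. With the dimmed rows set missing, the difference in Aqp3 was 2.65 with an adjusted p of 0.0548, and the other 9 genes stayed under 0.05. Aqp3 stayed called in 10 of 24 fits with 1 array left out. Early HFD tumor MSU_163 lay far above the other early tumors in Prlr, Cyp3a25 and Fcgbp, and late HFD tumor MSU_86 far above the other late HFD tumors in Krtap6-5. With slide as a random block, only Wif1 among the 10 stayed under 0.05 (adjusted p = 0.0392).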

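The early tumors also fell into the same cluster when the genes were not chosen on onset. On the 770 genes with the largest SD over all arrays, that cluster held 3 of 3 early HFD, 3 of 3 early HFD-LFD and 7 late tumors. These were 3 of the late HFD, 2 of the LFD, 1 of the late HFD-LFD and 1 of the LFD-HFD tumors. All 4 tumors of slide 6, which has dimmed rows, were among them. The other cluster held 11 late tumors. Across all 24 arrays, the correlation between a pair of arrays over genes ran from 0.434 to 0.967. The early HFD tumors shared a slide, as did the early HFD-LFD tumors, so slide and diet cannot be told apart for them.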

In ontology analyses (Additional file 3: Table S3), we identified several statistically significant (i.e., *p* < 0.05) canonical pathways altered in the short latency tumors that cluster together. Upregulated pathways included those involved in cell cycle regulation (i.e., G_1_/S checkpoint regulation, G_2_/M DNA damage checkpoint regulation, cyclins and cell cycle regulation, antiproliferative role of TOB in T cell signaling, cell cycle control of chromosomal replication) and organismal growth [i.e., mechanistic target of rapamycin (mTOR) signaling, purine nucleotides de novo biosynthesis II], genotoxic stress [i.e., growth arrest and DNA damage 45 (GADD45) signaling, eukaryotic initiation factor 2 (EIF2) signaling], and molecular mechanisms of cancer. 

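Of 9 gene lists for these pathways, 7 were higher in early tumors by limma's camera. The cyclin list had a median log2 difference of 0.36 over 40 genes, 35 of them higher (adjusted p over 25 lists = 5.32e-06). The G1/S list had a median of 0.34 over 41 genes, 34 higher (adjusted p = 2.55e-05). The G2/M list had a median of 0.42 over 36 genes, 28 higher (adjusted p = 7.29e-05). The chromosomal replication list had a median of 0.54 over 43 genes, 42 higher (adjusted p = 1.98e-11), and the purine list 0.34 over 21 genes, 15 higher (adjusted p = 0.0204). The mean over the list's genes was above the late median in 6 of 6 early tumors for each of these 5 lists. The TOB list was not called, with 12 of 25 genes higher (adjusted p = 0.677), and its median of -0.09 and mean of 0.02 differed in sign. The mTOR list was not called either, with 30 of 48 genes higher and a median of 0.09 (adjusted p = 0.249). Camera was also run on 100 splits of the arrays into 6 and 18, the real one included. A p as small came in 2 for cyclins and for G1/S, 4 for chromosomal replication, 8 for purine and 11 for G2/M. In all, 15 of 25 lists were called, 9 higher and 6 lower. Among the splits other than the real one, the median was 7 lists. With the correlation between genes estimated from the data, camera called only the G1/S, EIF2 and cyclin lists. Limma's fry called 12 of the 15, all except the acute phase, squamous and adipocyte lists. The purine list was called in 13 of 19 alternatives, and it was not called without slides 6 and 7 (adjusted p = 0.121) or without the early HFD tumor MSU_163 (adjusted p = 0.0985). Of the 2 purine genes with the smallest p, Paics rose by 1.06 (standard error 0.16, adjusted p = 0.000442). Ak1 had a difference of -0.60 (standard error 0.20) and was not called (adjusted p = 0.0522).

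**Figure D2:**
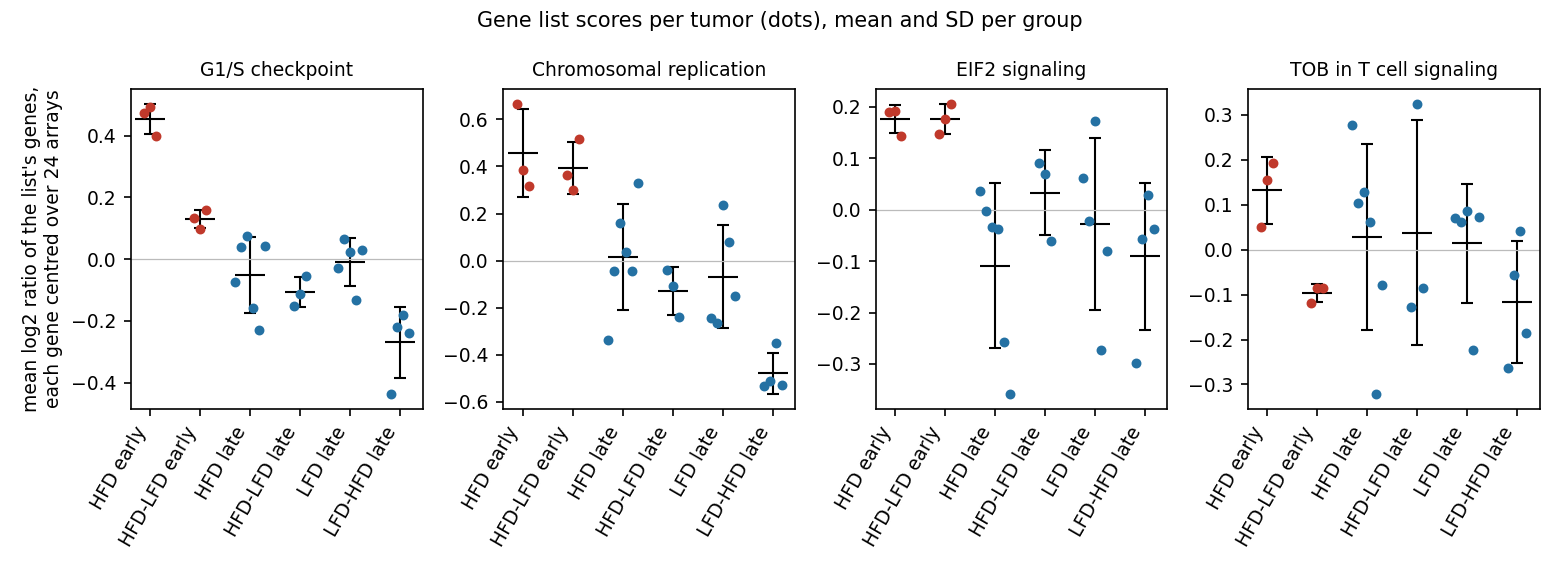
Mean log2 ratio of a list's genes in each tumor (vertical axis, each gene centred over the 24 arrays) by group (horizontal axis) for 4 lists. Dots are tumors, early in red and late in blue, bars the mean and SD of each group, and the 6 early tumors lie above the late median in the first 3 lists and 2 of them do in the TOB list.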

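Among 4 gene lists for FXR/RXR activation, LXR/RXR activation, the coagulation system and the acute phase response, 3 were lower in early tumors by camera. The FXR/RXR list had a median log2 difference of -0.41 over 46 genes, 10 of them higher (adjusted p over 25 lists = 5.36e-05). The coagulation list had a median of -0.31 over 32 genes, 10 higher (adjusted p = 0.0187), and the acute phase list -0.23 over 59 genes, 19 higher (adjusted p = 0.0126). The LXR/RXR list had a median of -0.21 over 66 genes, 26 higher, and was not called (adjusted p = 0.109). Among 100 splits of 6 against 18 arrays, the real one included, a camera p as small came in 2 for FXR/RXR and 11 for coagulation. It came in 30 for acute phase and 43 for LXR/RXR. In 0 of 6 early tumors was the mean over the list's genes above the late median, for any of the 4 lists. The 4 lowest late tumors for the LXR/RXR list were the 4 tumors of slide 6. With the 7 arrays of slides 6 and 7 left out, the LXR/RXR list was called lower too (adjusted p = 0.0177).

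**Figure D3:**
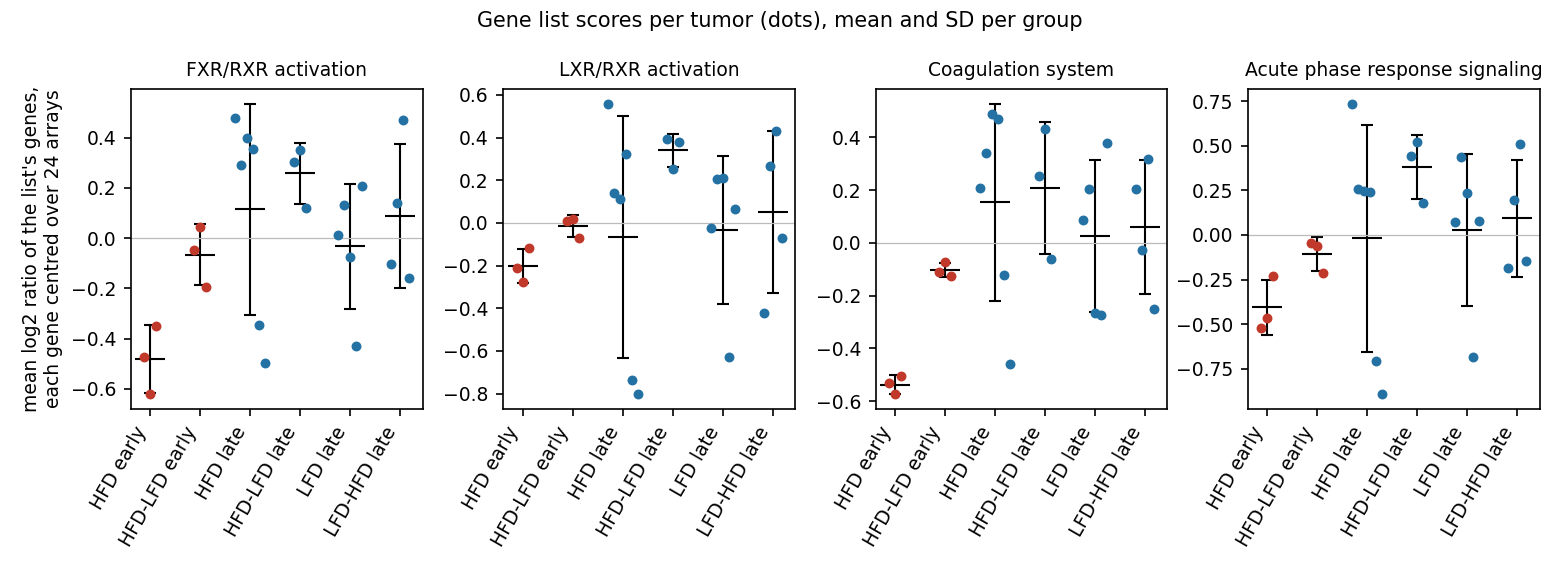
Mean log2 ratio of a list's genes in each tumor (vertical axis, each gene centred over the 24 arrays) by group (horizontal axis) for 4 lists. Dots are tumors, early in red and late in blue, with bars for the mean and SD of each group, and 0 of 6 early tumors lie above the late median.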

Downregulated pathways included those involved in suppressing proliferation and/or increasing apoptosis of breast cancer cells [i.e., farnesoid X receptor (FXR)/retinoid X receptor (RXR) activation, liver X receptor (LXR)/RXR activation) and classical inflammatory processes (i.e., coagulation system, acute phase response signaling).

### Expression analysis of genes associated with HFD promotion of tumor development

We performed qRT-PCR for expression of RNAs that were previously reported to be either significantly upregulated or downregulated in short latency mammary tumors that developed in continuous HFD mice (HFD-early) [6]. Results were compared for fold changes of HFD-early and HFD-late tumors vs. LFD tumors (Table 2) and of HFD-LFD-early and HFD-LFD-late tumors vs. LFD-HFD tumors (Table 3). HFD-early and HFD-late tumors were distinguishably different from each other. HFD-LFD-early tumors showed significant upregulation of RNAs for *Ntf3*, *Trp53*, *Ccnd2*, *Ctnnb1*, *Brca1*, *Apaf1* and *Bmp7*, as well as downregulation of *Bmp10*. This showed excellent concordance with our previously published observations for these genes in HFD-early tumors [6] (see HFD-early in Table 2). HFD-LFD-late tumors showed a pattern of expression among these genes more similar to that in LFD-HFD tumors, and distinguishably different from that in the early occurring HFD-LFD tumors. Compared with HFD-LFD-early tumors, quite modest increases were observed for *Ccnd2*, *Ctnnb1*, and *Brca1* expression in the HFD-LFD-late tumors, while *Trp53* expression was modestly reduced. No significant alterations in expression were observed for the other genes. These results confirm that the HFD-LFD-early tumors retain the same basal-like gene expression pattern observed for the HFD-early tumors in our previous study [6].

**Table 2:** Gene expression in continuous diet DMBA-induced tumors

		Fold regulation (compared with LFD)	
Symbol	Description	HFD-early^a^	HFD-late
*Ntf3*	Neurotrophin 3	53.4	6.3
*Trp53*	Transformation related protein 53	1.6	NS
*Ccnd2*	Cyclin D2	3.5	3.5
*Ctnnb1*	Catenin (cadherin associated protein), beta 1	1.8	−3.6
*Brca1*	Breast cancer 1	1.8	−1.5
*Apaf1*	Apoptotic peptidase activating factor 1	1.8	1.3
*Bmp7*	Bone morphogenetic protein 7	3.2	NS
*Bmp10*	Bone morphogenetic protein 10	−3.4	NS

*DMBA* 7,12-dimethylbenz[*a*]anthracene *HFD* high saturated animal fat diet, *LFD* low-fat diet

*p* < 0.05 for all genes listed, except NS = no significant change [n = 4 tumors per diet group (LFD, HFD-early, HFD-late)]

^a^HFD-early data from Zhao et al. [6]

**Table 3:** Gene expression in switched diet DMBA-induced tumors

		Fold regulation (compared with LFD-HFD)	
Symbol	Description	HFD-LFD-early	HFD-LFD-late
*Ntf3*	Neurotrophin 3	70.0	NS
*Trp53*	Transformation related protein 53	1.5	−1.2
*Ccnd2*	Cyclin D2	12.4	3.1
*Ctnnb1*	Catenin (cadherin associated protein), beta 1	5.4	1.4
*Brca1*	Breast cancer 1	2.9	1.4
*Apaf1*	Apoptotic peptidase activating factor 1	1.4	NS
*Bmp7*	Bone morphogenetic protein 7	5.6	NS
*Bmp10*	Bone morphogenetic protein 10	−2.7	NS

*DMBA* 7,12-dimethylbenz[*a*]anthracene *HFD* high saturated animal fat diet, *HFD-LFD*, mice on high saturated animal fat diet switched to low-fat diet, *LFD* low-fat diet, *LFD-HFD* mice on low-fat diet switched to high saturated animal fat diet

*p* < 0.05 for all genes listed, except NS = no significant change [n = 4 tumors per diet group (LFD-HFD, HFD-LFD-early, HFD-LFD-late)]

### Analysis of dietary effects on mammary glands before tumor development

Because 6 weeks on HFD (i.e., HFD-LFD) was sufficient to promote tumor development similar to continuous HFD, we were interested in analyzing the effects of HFD before tumor development to elucidate potential underlying mechanisms. We had previously noted that increased numbers of mammary hyperplastic lesions, increased angiogenesis, and increased macrophage recruitment were associated with increased tumor incidence and reduced latency in mice fed a continuous HFD [6]. Thus, we analyzed these same factors in HFD-LFD and LFD-HFD mammary glands at 4 weeks after diet switches. These glands were taken from mice of the same age (13 weeks of age) for comparison with continuous diet analyses (Fig. 5). The number of epithelial hyperplastic lesions was significantly greater in HFD-LFD mammary glands than in LFD-HFD mammary glands (Fig. 5a). Proliferation in normal glandular structures and hyperplastic lesions was significantly increased in HFD-LFD compared with LFD-HFD mammary glands, similarly to continuous HFD compared with continuous LFD mammary glands (Fig. 5b). Macrophage recruitment to the periepithelial mammary stroma of glandular structures and hyperplastic lesions was significantly increased for both HFD-LFD and LFD-HFD mammary glands compared with continuous LFD mammary glands (Fig. 5c) and similar to that previously reported for continuous HFD mammary glands [6]. However, neither HFD-LFD nor LFD-HFD increased angiogenesis in mammary glands compared with continuous LFD, as was the case with continuous HFD mice (Fig. 5d).

**Fig. 5:**
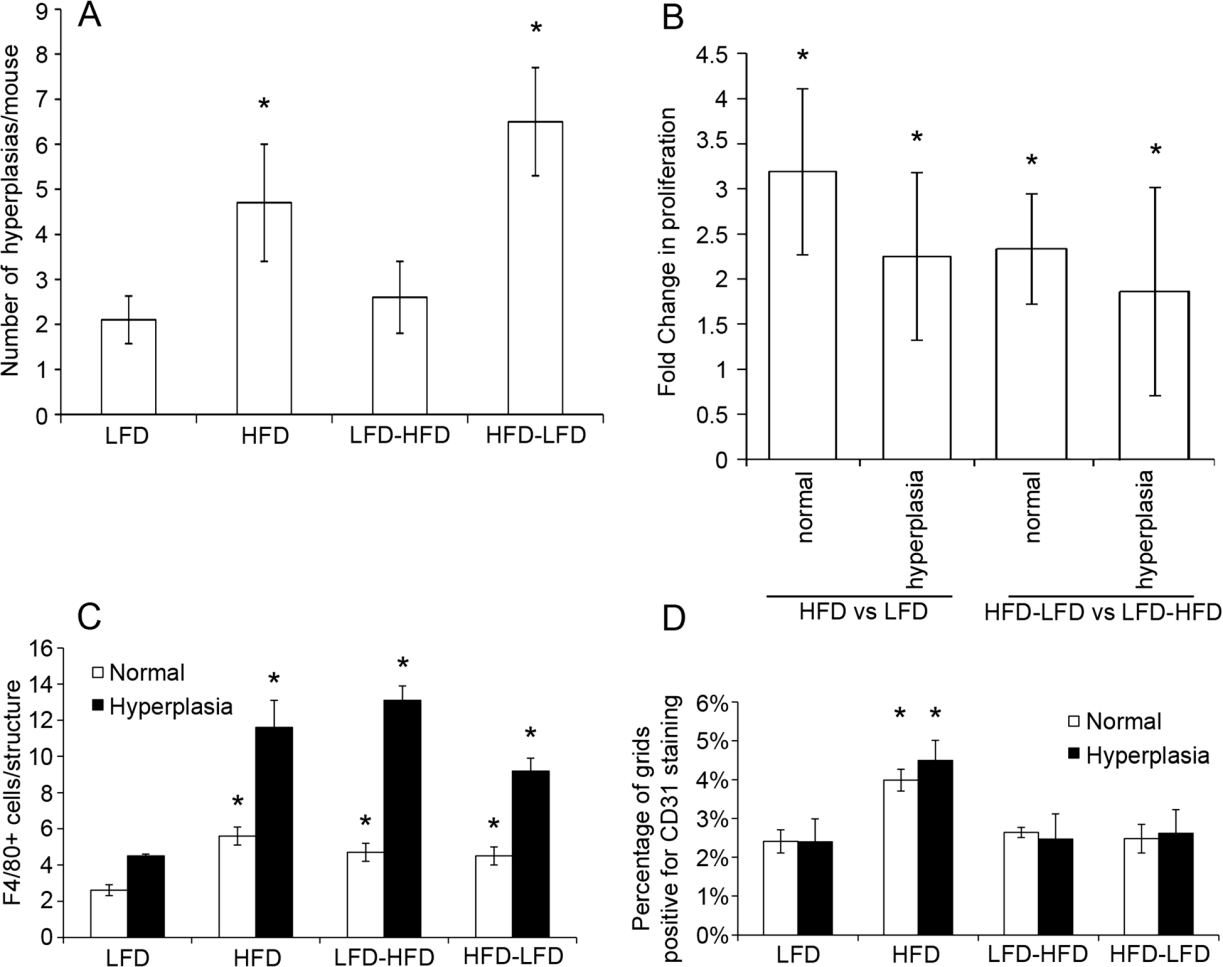
Effect of various diets on mammary glands at 13 weeks of age and before tumor development. **a** More hyperplastic lesions (hyperplasias) developed in HFD- and HFD-LFD-fed, 7,12-dimethylbenz[*a*]anthracene-treated mice. *p < 0.05. **b** Mice fed HFD or HFD-LFD exhibited increased cellular proliferation in both normal epithelium and hyperplastic lesions (hyperplasia) compared with those fed LFD or LFD-HFD, respectively, as measured by 5-bromo-2′-deoxyuridine incorporation. *p < 0.05. **c** Macrophage (F4/80-stained cells) recruitment was increased adjacent to normal ducts and hyperplastic lesions (hyperplasia) (*p < 0.05) in mammary glands of HFD-, HFD-LFD-, and LFD-HFD-fed mice compared with those of LFD-fed mice. **d** Blood vessel density (CD31 staining) was significantly increased adjacent to normal mammary gland structures and hyperplastic lesions (hyperplasia) (*p < 0.05) in HFD-fed compared with LFD-, HFD-LFD-, or LFD-HFD-fed mice. Bars represent mean ± standard error of the mean (n = 5 mice per diet group for each assay). *HFD* high saturated animal fat diet, *HFD-LFD* mice on high saturated animal fat diet switched to low-fat diet, *LFD* low-fat diet, *LFD-HFD* mice on low-fat diet switched to high saturated animal fat diet

### HFD modulation of mammary gland gene expression before tumor development

To gain insight into potentially specific effects of peripubertal HFD vs. adult HFD exposures in tumor development, we analyzed RNA expression by qRT-PCR of genes that we had previously reported to be either significantly upregulated or downregulated by continuous HFD in mammary glands before tumor development [6]. The results were compared for fold changes between HFD, HFD-LFD, and LFD-HFD vs. LFD. The RNA levels of *Tgfa*, *Tgfb1*, and the chemokines *Ccl1*, *Ccl17*, *Ccl20*, and *Ccl22* were analyzed (Table 4). HFD, HFD-LFD, and LFD-HFD mammary glands all exhibited significant, approximately twofold increases in *Tgfa* RNA compared with LFD mammary glands. No significant changes were observed in the RNA levels of *Tgfb1* and the other assayed chemokines in HFD-LFD mammary glands; however, these RNAs were upregulated in LFD-HFD mammary glands to a similar extent as in HFD mammary glands. Comparisons made for HFD-LFD vs. LFD-HFD were consistent with these results (data not shown). This suggests an association with adult HFD and not with the peripubertal HFD promotional window. Furthermore, these results suggest that both peripubertal-only and adult-only HFD exposure increase *Tgfa* RNA levels, similarly to continuous HFD exposure.

**Table 4:** RT-PCR analysis of gene expression at 13 weeks old with DMBA treatment

		Fold regulation (compared with LFD)		
Symbol	Description	HFD	LFD-HFD	HFD-LFD
*Tgfa*	Transforming growth factor alpha	2.4	2.1	2.0
*Ccl1*	Chemokine (C-C motif) ligand 1	3.8	3.2	NS
*Ccl17*	Chemokine (C-C motif) ligand 17	2.8	4.0	NS
*Ccl20*	Chemokine (C-C motif) ligand 20	11.0	5.0	NS
*Ccl22*	Chemokine (C-C motif) ligand 22	4.0	6.1	NS
*Tgfb1*	Transforming growth factor, β 1	1.6	2.2	NS

*DMBA* 7,12-dimethylbenz[*a*]anthracene *HFD* high saturated animal fat diet, *HFD-LFD*, mice on high saturated animal fat diet switched to low-fat diet, *LFD* low-fat diet, *LFD-HFD* mice on low-fat diet switched to high saturated animal fat diet, *RT-PCR* reverse transcription polymerase chain reaction

*p* < 0.05 for all genes listed, except NS = no significant change (n = 4 mice per diet treatment)

### Immunofluorescence determination of β-catenin expression associated with HFD promotion of tumor development

Previously, we identified basal-like breast cancer gene expression characteristics in our gene ontology analysis of HFD early tumors [6]. The key genes identified were elements of the β-catenin signaling pathway, including β-catenin itself. Analysis of β-catenin expression by immunofluorescence in pretumor mammary glands showed increased expression in HFD-LFD mice (approximately 1.5-fold, *p* < 0.05) and a trend toward increased expression in continuous HFD mice (approximately twofold; *p* = 0.08) (Fig. 6).

**Fig. 6:**
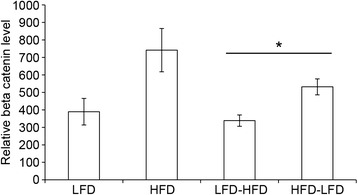
β-catenin regulation by diet treatment in mammary glands at 13 weeks of age. Before tumor development, β-catenin levels were measured based on immunofluorescence. β-catenin levels were increased by HFD (*p* = 0.08) and HFD-LFD. *p < 0.05. *Bars* represent mean ± standard error of the mean (n = 5 mice per diet treatment). *HFD* high saturated animal fat diet, *HFD-LFD* mice on high saturated animal fat diet switched to low-fat diet, *LFD* low-fat diet, *LFD-HFD* mice on low-fat diet switched to high saturated animal fat diet

Analysis of β-catenin immunofluorescence in tumors (Fig. 7) showed similar levels in adenosquamous tumors arising in continuous LFD or HFD mice with regard to overall intensity and nuclear staining scores (Fig. 7a, b). For all other tumor types (i.e., glandular, cribriform, papillary, ductal), β-catenin levels were significantly higher in the continuous HFD group (*p* < 0.05) compared with the continuous LFD group and exhibited an increased nuclear score that approached statistical significance (*p* = 0.09). In HFD-LFD and LFD-HFD tumors, β-catenin immunofluorescence levels were similar and comparable to continuous HFD tumors, regardless of histopathological type (Fig. 7c). There were no differences in their nuclear staining scores (data not shown). Elevated β-catenin appeared to be positively associated with adenosquamous tumors, regardless of diet, and HFD exposure at any life stage, whether peripuberty or adulthood, resulted in elevated β-catenin across the various nonadenosquamous tumor histopathologies.

**Fig. 7:**
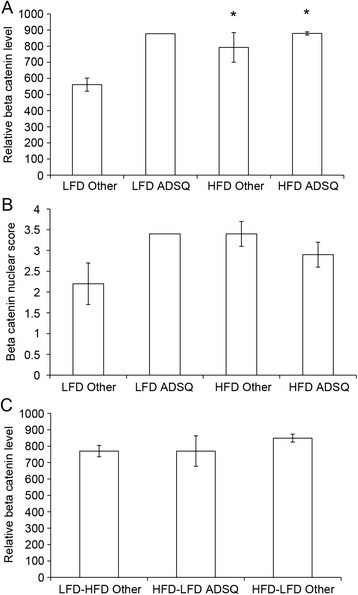
β-catenin regulation by diet treatment in tumors. β-catenin levels were measured based on immunofluorescence intensity or nuclear localization in adenosquamous (ADSQ) and nonadenosquamous (Other) tumors. **a** β-catenin levels were increased in nonadenosquamous tumors from HFD-fed mice (HFD Other) compared with those from LFD-mice (LFD Other). *p < 0.05. **b** These same tumors from HFD-fed mice (HFD Other) showed a trend toward increased nuclear β-catenin compared with nonadenosquamous tumors from LFD-fed mice (LFD Other) (*p* = 0.09). **c** Tumors from HFD-LFD- and LFD-HFD-fed mice had similar β-catenin levels. *Bars* represent mean ± standard error of the mean (n = 4–8 tumors per diet treatment). *HFD* high saturated animal fat diet, *HFD-LFD* mice on high saturated animal fat diet switched to low-fat diet, *LFD* low-fat diet, *LFD-HFD* mice on low-fat diet switched to high saturated animal fat diet

### Dietary effects on metabolic parameters, and systemic factors

As shown in Additional file 4: Figure S1, increased body weight was observed in the LFD-HFD mice, most notably starting at 23 weeks of age. This weight gain averaged 10 % over that in other dietary regimens. This is in contrast to the previous finding that continuous HFD initiated in peripuberty did not increase body weight [6]. However, it is noteworthy that, despite the increase in body weight, this did not promote tumor development as measured by increased incidence, decreased latency, or increased tumor cell proliferation in the LFD-HFD tumors (see Figs. 1 and 2). Additionally, despite the increase in body weight observed in the LFD-HFD mice, there were no significant differences in blood glucose or insulin levels between tumor-bearing HFD-LFD and LFD-HFD mice. Analysis of blood glucose and insulin levels showed that there were no significant differences between diet regimens at 4 weeks after diet switches (Additional file 5: Figure S2).

### Interactions between peripubertal HFD and peripubertal DMBA exposure

We considered the possibility that some of the observed HFD effects were the result of interactions between diet and peripubertal carcinogen exposure. To examine this possibility, we analyzed the peripubertal effects of HFD in the absence of carcinogen treatment. We previously reported alterations in proliferation, immune function, and gene expression at 3 and 4 weeks of exposure to HFD in the absence of DMBA treatment [6]. At 10 weeks on diets without DMBA treatment, there were no significant differences in mammary epithelial cell proliferation for continuous HFD vs. continuous LFD or HFD-LFD vs. LFD-HFD (Fig. 8a). No significant effects on blood vessel density were observed comparing HFD-LFD mice with LFD-HFD mice that were not treated with DMBA (Fig. 8b). As noted above (Fig. 5d), DMBA-treated mice exposed to HFD over their life course had increased vascularity compared with mice with continuous LFD exposure. The overall blood vessel density was higher in the mammary glands of mice that did not receive DMBA treatment than in those that were treated with DMBA (data not shown). In the absence of DMBA treatment, macrophage recruitment was significantly increased in HFD-LFD mammary glands and similar to that in animals fed continuous HFD, whereas LFD-HFD mammary glands did not show increased recruitment (Fig. 8c). Macrophage recruitment was generally lower in the absence of DMBA treatment under all diet conditions (data not shown). As noted above (Fig. 5c), DMBA-treated mice exposed to HFD at peripuberty, adulthood, or throughout their life course exhibited increased macrophage recruitment. The overwhelming majority of macrophages under all conditions were Arg1-positive, indicating a preponderance of M2 alternatively activated macrophages (data not shown). Collectively, these data suggest that pubertal exposure is critical for macrophage recruitment. Furthermore, these results show that increased macrophage recruitment was a result of HFD exposure itself and not a result of diet interaction with carcinogens.

**Fig. 8:**
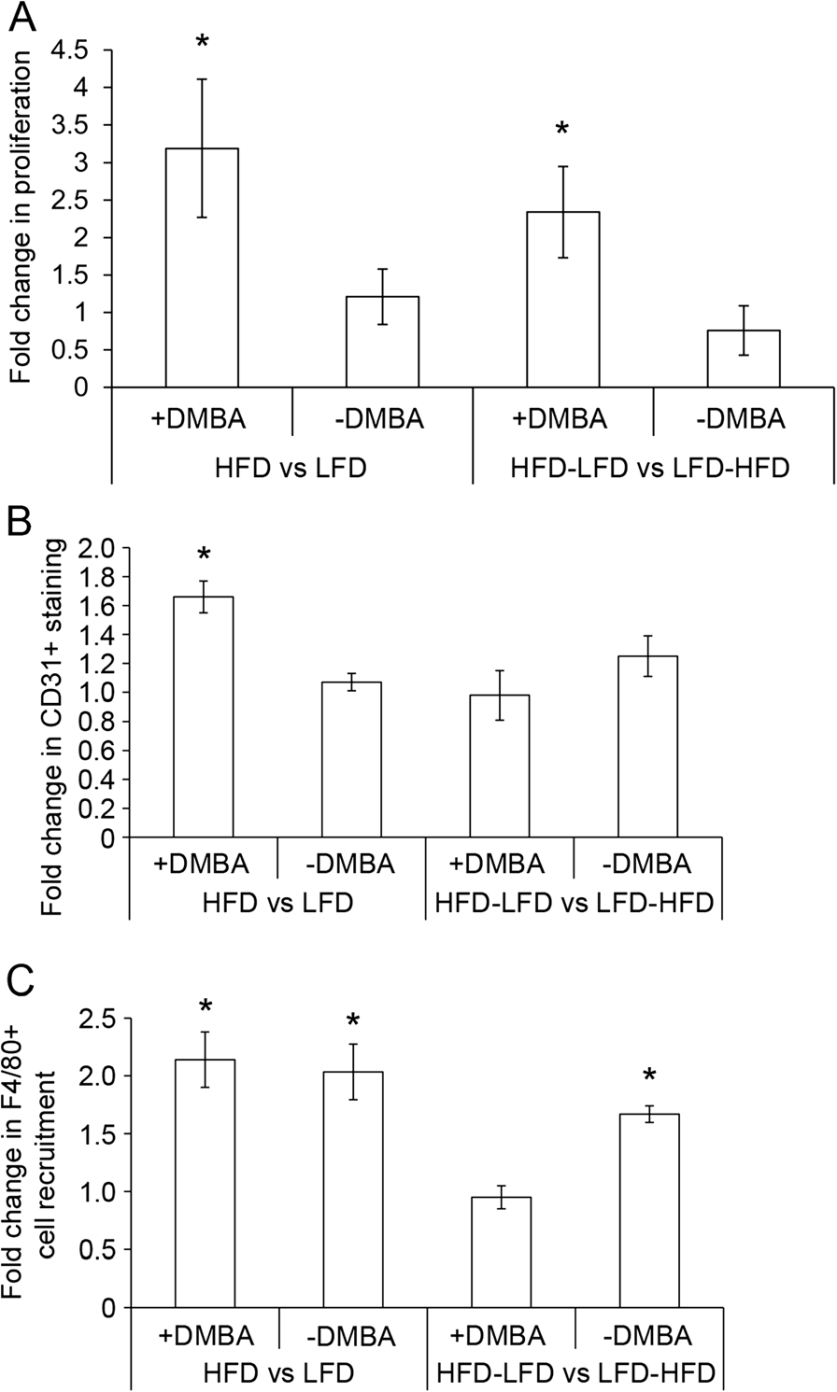
Effects of diet with or without 7,12-dimethylbenz[*a*]anthracene (DMBA) treatment in the mammary gland at 13 weeks of age. **a** Proliferation in mammary glands from mice fed HFD, LFD, HFD-LFD, or LFD-HFD was measured by 5-bromo-2′-deoxyuridine incorporation. Only diet treatments with DMBA increased proliferation (*p < 0.05). **b** Only HFD with DMBA increased blood vessel density (CD31 staining) compared with all other diet treatments (*p < 0.05). **c** HFD with or without DMBA and HFD-LFD without DMBA increased macrophage recruitment (F4/80 staining) compared with LFD and LFD-HFD without DMBA. *p < 0.05. *Bars* represent mean ± standard error of the mean (n = 5 mice per diet and DMBA treatment). *HFD* high saturated animal fat diet, *HFD-LFD* mice on high saturated animal fat diet switched to low-fat diet, *LFD* low-fat diet, *LFD-HFD* mice on low-fat diet switched to high saturated animal fat diet

When we analyzed the effects of diet on gene expression in the pretumor mammary glands (13 weeks of age) of mice that had been treated with DMBA or untreated, we found that none of the genes upregulated by HFD in DMBA-treated mice (Table 5) showed significant changes in gene expression in untreated mice. This suggests that the gene expression changes that we observed in pretumor animals were the result of interaction between HFD and prior DMBA treatment.

**Table 5:** Effect of diet alone vs diet + DMBA on gene expression at 13 weeks old

		Fold regulation (compared with LFD)	
Symbol	Description	HFD + DMBA	HFD alone
*Tgfa*	Transforming growth factor alpha	2.4	NS
*Ccl1*	Chemokine (C-C motif) ligand 1	3.8	NS
*Ccl17*	Chemokine (C-C motif) ligand 17	2.8	NS
*Ccl20*	Chemokine (C-C motif) ligand 20	11	NS
*Ccl22*	Chemokine (C-C motif) ligand 22	4	NS
*Tgfb1*	Transforming growth factor, β1	1.6	NS

*DMBA* 7,12-dimethylbenz[*a*]anthracene, *HFD* high saturated animal fat diet, *LFD* low-fat diet

*p* < 0.05 for all genes listed, except NS = no significant change (n = 4 mice per diet treatment)

We also examined the effect of diet on mammary gland morphology of DMBA-treated and untreated mice at 10 weeks on diet (13 weeks of age) (Fig. 9). There was a striking difference in overall morphology. In DMBA-treated mice, the presence of terminal end buds along with reduced branching of the ductal tree was seen in the adult 13-week-old mammary glands. This was true for both LFD and HFD mice. Hyperplasia was also noted in HFD mammary glands. In contrast, both LFD and HFD mice without DMBA treatment displayed well-developed mammary glands with extensive ductal branching and side branch development indicative of mammary gland maturation (Fig. 9). There was no specific effect of diet itself on mammary gland morphology, and thus the differences appeared to be due to DMBA treatment.

**Fig. 9:**
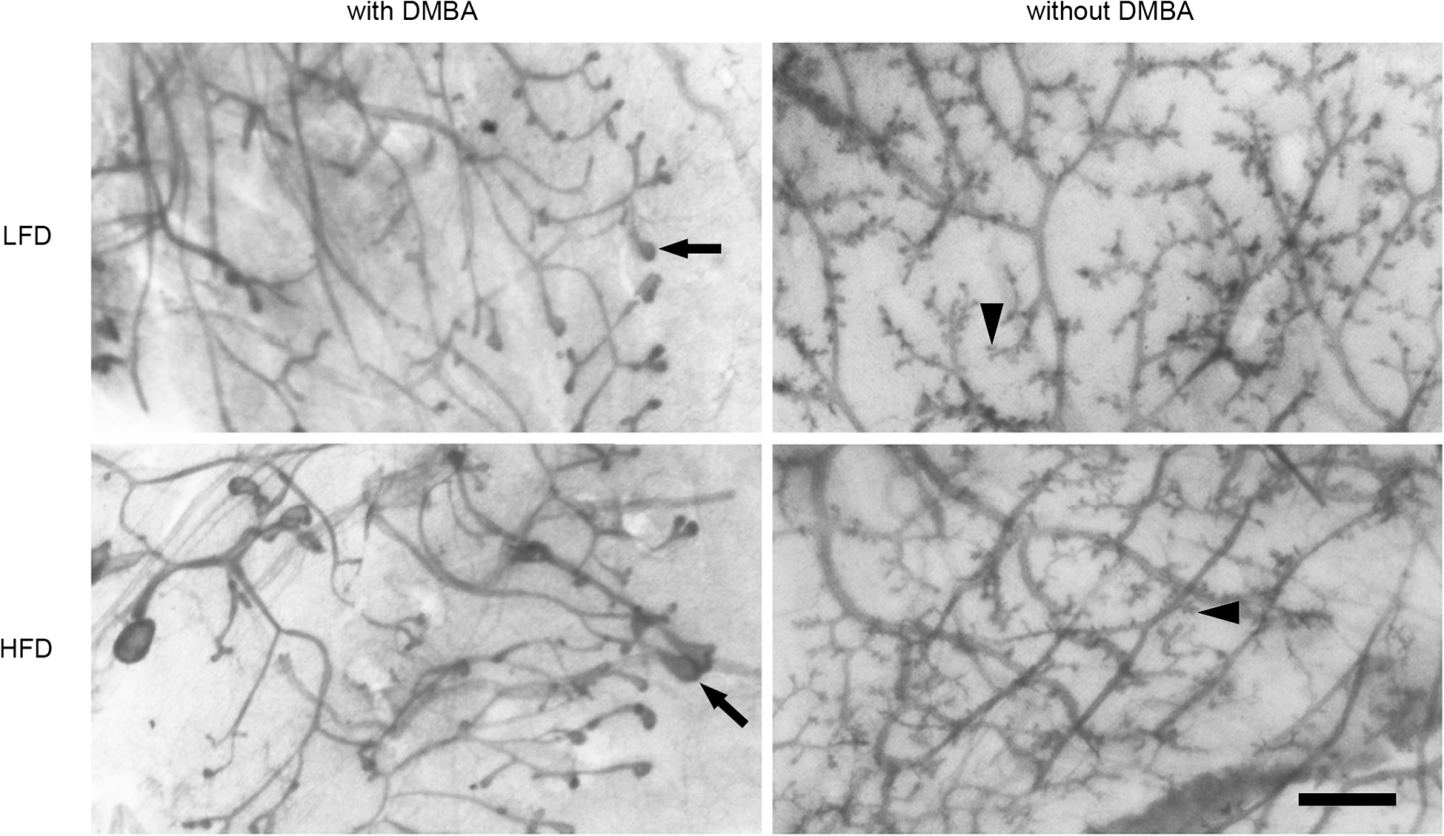
Effects of high saturated animal fat diet (HFD) with and without 7,12-dimethylbenz[*a*]anthracene (DMBA) on mammary gland morphology. Mammary gland morphology was assessed from whole mounts of mice fed HFD or a low-fat diet (LFD) with or without DMBA from 3 to 13 weeks of age. Mammary glands from either DMBA-treated HFD- or LFD-fed mice retained a pubertal ductal organization with numerous terminal end buds present (indicated by *arrows*). In the absence of DMBA, HFD- and LFD-fed mice exhibited a mature morphology indicated by extensive ductal branching and presence of ductal side branches (indicated by *arrowheads*). Representative photomicrographs of five mice per diet and DMBA treatment are shown. Scale bar = 1 mm

## Discussion

In this study, we showed that HFD restricted to peripuberty reduced the latency of DMBA-induced mammary tumors and led to tumors with characteristics very similar to those occurring in mice fed a continuous HFD. Notably, the tumors occurring after HFD limited to peripuberty shared characteristics with basal-like human breast cancers. The incidence of basal-like, triple-negative, adenosquamous tumors was significantly increased among the short-latency tumors. On the basis of genomic and immunohistochemical analysis, adenosquamous human breast carcinomas are a rare variant of basal-like carcinomas [16]. It is notable that the incidence of adenosquamous tumors in young, ovary-intact mice temporally parallels the increased occurrence of human basal-like breast cancer in younger women [3]. The short-latency tumors showed elevated rates of proliferation, increased numbers of macrophages, and enhanced vascularization. Increased proliferation, increased hyperplasia, and increased numbers of macrophages were observed in mammary glands before the occurrence of tumors, implicating these characteristics as plausible effectors of tumor promotion as a result of peripubertal HFD exposure.

### Pubertal window of susceptibility

HFD restricted to peripuberty (HFD-LFD) reiterates the effects of a continuous HFD (HFD) and points to a pubertal window of susceptibility for HFD promotion of tumorigenesis. The short-latency tumors observed in the present study with HFD-LFD were similar to tumors that developed with HFD [6] with regard to histopathology. Both groups of tumors (HFD and HFD-LFD) were predominantly epithelial in origin, with a significant adenosquamous component, and were triple-negative (ER−PR−Her2−), similar to a subset of basal-like human breast cancers. It is noteworthy that switching to LFD in adulthood does not reverse peripubertal HFD-enhanced tumorigenesis. Furthermore, no promotional effect was observed in LFD-HFD mice, despite the long duration of HFD exposure, approaching that of continuous HFD. The data collectively support the idea of a pubertal window of susceptibility to HFD for its most profound effects on tumorigenesis and that those effects are most profound on basal-like, adenosquamous tumors.

### HFD and tumor latency

Apart from adenosquamous tumors, all other histotypes also had shorter latency in HFD mice than in LFD mice. Glandular, cribriform, and papillary tumors did not show reduced latency in HFD-LFD mice and had a similar incidence in mice on continuous HFD and LFD. Because both continuous HFD and LFD-HFD mice received quite lengthy HFD exposure, the length of treatment is unlikely to be the explanation for this difference in latency for nonadenosquamous tumors in HFD mice. Rather, the reduced latency of nonadenosquamous tumors in HFD mice is likely dependent upon a puberty-specific effect of HFD that additionally requires adult HFD exposure to promote these tumors. We speculate that the increased proliferation observed in normal mammary epithelium of both continuous HFD and HFD-LFD mice, coupled with elevated angiogenesis that is observed only in continuous HFD, is responsible. In our earlier studies [6], we found that *Vegfa* expression was increased in the mammary glands of mice fed continuous HFD, and this may play a role in elevated angiogenesis.

Interestingly, LFD-HFD tumors showed trends toward increased angiogenesis and macrophage recruitment that did not reach statistical significance, which suggests that HFD exposure limited to adulthood also affected these tumor characteristics, although to a lesser extent than peripubertal HFD exposure and not translating to increased tumor incidence or reduced tumor latency.

### Gene expression characteristics of tumors

qRT-PCR showed similar patterns of gene expression in both early HFD-LFD and HFD tumors, in accord with their similar phenotypic characteristics. Regulation of the same genes was observed across adenosquamous and epithelial histotypes. 

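The change from late to early tumors was computed within each diet, so that the 2 changes shared no arrays. Between 3 early and 6 late HFD tumors, limma called 1574 genes (634 higher and 940 lower in early tumors). Between 3 early and 3 late HFD-LFD tumors, it called 44 (33 higher and 11 lower), of which 42 had the same sign in HFD tumors and 19 were also called there. Of the 1574 genes, 90.2% had the same sign in HFD-LFD tumors. A limma test of the difference between the 2 changes called 0 genes, against 1362 at an unadjusted p under 0.05 and 1004 with array weights. Across genes, which are not independent replicates, the 2 changes had a Pearson correlation of 0.375. Random relabelings of onset within each diet gave correlations from -0.44 to 0.561 with a median of 0.01, and 5 of 100, the real one included, were as large. The correlation was 0.576 with the dimmed rows set missing, and 3 of 100 relabelings were then as large. With slide as a random block, 0 genes were called in HFD tumors and 1 in HFD-LFD tumors. Without the early HFD tumor MSU_768, 395 genes were called in HFD tumors, and without the early HFD-LFD tumor MSU_51, 2 were called in HFD-LFD tumors. Without the early HFD tumor MSU_97, the difference between the changes called 19 genes. Each early group had a slide of its own or shared it with 1 tumor of another diet.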

Microarray analysis also strongly supported the similarity of early HFD and HFD-LFD tumors, showing that all of these tumors cluster together, in contrast to tumors from mice on other dietary regimens and/or tumors that occur with longer latency. Notably, only mice exposed to HFD during puberty developed early tumors. Interestingly, although peripubertal HFD particularly promoted the occurrence of adenosquamous tumors, the gene clusters associated with early tumors in the microarray analysis were drawn from epithelial as well as adenosquamous tumors. Indeed, epithelial carcinomas also showed reduced latency in mice fed continuous HFD. Only one late-occurring tumor clustered with an otherwise uniform collection of early tumors. This tumor had an adenosquamous phenotype, whereas two other adenosquamous tumors clustered with late tumors. It is possible that the adenosquamous phenotype contributes to the observed early signature, but the uniform clustering of early tumors vs. the more diverse clustering of adenosquamous tumors suggests a temporal rather than a histological signature for this cluster. Collectively, the data from qRT-PCR of specific RNAs and from microarrays are most consistent with a gene expression signature for early-occurring tumors, regardless of histology. It remains to be determined whether the observed pattern of gene expression is reflective of peripubertal HFD or early occurrence of the tumors.

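The 6 late tumors in the early cluster were LFD tumors MSU_137 and MSU_28, HFD-LFD tumors MSU_26 and MSU_59b, and HFD tumors MSU_86 and MSU_96. Of these, MSU_28, MSU_96 and MSU_59b were on slides 6 and 7. With the dimmed rows set missing, the early cluster held 6 early and 3 late tumors, LFD tumor MSU_28, HFD-LFD tumor MSU_59b and HFD tumor MSU_96. With the 7 arrays of these slides left out, it held 6 early and 0 of 11 late tumors. With each array left out in turn, it held 5 or 6 late tumors.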

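The histology of each array's tumor could not be matched, and marker lists stood in for it. A list of squamous differentiation genes was higher in early tumors by camera, with a median log2 difference of 1.38 over 27 genes, 24 of them higher (adjusted p over 25 lists = 7.29e-05). None of its genes was called higher by itself, and 1 was called lower. The list was not called by fry (adjusted p = 0.138) or with an estimated correlation (adjusted p = 0.486). The mean over the list's genes was 1.09 ± 0.90 (SD, n = 6) in early and -0.36 ± 1.62 (SD, n = 18) in late tumors. Among early tumors it ran from -0.63 in HFD tumor MSU_163 to 1.81, and the highest late tumor was HFD tumor MSU_86 at 4.03. A list of luminal epithelial genes was lower in early tumors, with a median of -1.32 over 13 genes (adjusted p = 0.00469). The change was called by camera within HFD-LFD (adjusted p = 0.00453) and not within HFD tumors (adjusted p = 0.823). The difference between these changes was not called (adjusted p = 0.0549).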

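Of 22 genes that the paper names in tumors or in mammary glands, 18 were tested on the arrays. The paper's values for Tgfa, Tgfb1 and the chemokines come from mammary glands before tumors, and it names Vegfa from mammary glands of an earlier study. Between early and late tumors, 6 were past an adjusted p of 0.05 over all genes and 6 when adjusted over the list alone. Tgfa differed by 2.00 (standard error 0.26, adjusted p = 0.000136) and Ntf3 by 2.66 (standard error 0.40, adjusted p = 0.000479), and all 6 early tumors were above the late median for both. Bmp7 differed by 1.15 (adjusted p = 0.0296) and Brca1 by 0.49 (adjusted p = 0.0322), each in 6 of 6 early tumors. Ntrk3 differed by -2.52 (adjusted p = 0.0153) and Esr1 by -1.32 (adjusted p = 0.0473), with 0 of 6 early tumors above the late median. With slide as a random block, Tgfa and Ntf3 stayed called and the other 4 did not. With single arrays left out, Bmp7 and Brca1 each stayed called in 20 of 24 fits, Ntrk3 in 23 and Esr1 in 7. The probe of Esr1 lies in rows dimmed on slides 6 and 7, and that of Tgfa in rows dimmed on slide 7. Early HFD tumor MSU_163 lay far above the other early tumors in Esr1. Trp53 (0.78), Ccnd2 (0.86), Apaf1 (0.53) and Ctnnb1 (1.52) were not called, with adjusted p from 0.161 to 0.276. The probe of Ctnnb1 lies in rows dimmed on slide 6, and with those rows set missing it differed by 0.59 (adjusted p = 0.0150). LFD tumor MSU_28, on slide 6, was the lowest LFD tumor for Ctnnb1. Trp53 was called in early HFD tumors against all late tumors (1.77, adjusted p = 0.00830) and had a difference of -0.22 in early HFD-LFD tumors alone (adjusted p = 0.804), and the difference between the 2 diets' changes was not called (adjusted p = 0.754). Tgfb1, Ccl1, Ccl17, Vegfa, Arg1, Erbb2, Adgre1 and Pecam1 lay between -0.32 and 0.25 and were not called, with late HFD tumors MSU_93 and MSU_86 far below the other late HFD tumors in Vegfa and Adgre1.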

Examination of the existing literature reveals that, in addition to DMBA-induced mammary tumors, other mouse models that show a similarly high presentation of squamous-like mammary tumors are the *Brg1*^*+/−*^ [17] and *Pik3ca*-H1047R [18] models, the squamous tumors of which were shown by gene set analysis to be similar to claudin-low human breast tumors [19]. It remains to be determined whether the adenosquamous tumors identified in our study are similar to claudin-low human breast tumors in their pattern of gene expression.

HFD and HFD-LFD tumors showed significant similarities with regard to increased proliferation, increased angiogenesis, and increased macrophage recruitment, which indicates that peripubertal HFD treatment had a lasting effect on tumor phenotype. Consistent with enhanced proliferation, Ingenuity Pathway Analysis of the upregulated microarray gene cluster associated with the early occurring HFD and HFD-LFD tumors highlighted canonical pathways associated with proliferative processes (i.e., G_1_/S checkpoint regulation, G_2_/M DNA damage checkpoint regulation, cyclins and cell cycle regulation, antiproliferative role of TOB in T cell signaling, mTOR signaling, purine nucleotides de novo biosynthesis II, cell cycle control of chromosomal replication, and molecular mechanisms of cancer). Also consistent with enhanced proliferation, downregulated pathways associated with suppressing proliferation and/or increasing apoptosis of breast cancer cells (i.e., FXR/RXR activation and LXR/RXR activation) [20–22] were also identified. 

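A list of 31 proliferation markers, of which 30 were tested, had a median log2 difference of 0.80 with 30 of 30 genes higher in early tumors (adjusted p over 25 lists = 1.07e-15 by camera). Within it, 16 genes were called by themselves. The list was also called by fry (adjusted p = 0.00126) but not with an estimated correlation (adjusted p = 0.109). Among the genes with the smallest p in the cell cycle lists, Ccna2 rose by 1.26 (standard error 0.29, adjusted p = 0.00814) and Skp2 by 1.45 (standard error 0.36, adjusted p = 0.0127). Rbl1 rose by 0.66 (standard error 0.15, adjusted p = 0.00666), though its other probe had a difference of -0.11, and LFD tumor MSU_28 lay far above the other LFD tumors. Cdc25b, Cdk4, Rpa2, Mcm3 and Atm rose by 0.36 to 1.00, with adjusted p from 0.0163 to 0.0264. The late median was exceeded in 6 of 6 early tumors for each of these 8 genes. With slide as a random block, Rbl1 and Skp2 stayed called and the others did not.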

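In the FXR/RXR list, 13 genes were called lower and 0 higher. Its 2 genes with the smallest p were Pon3, which differed by -1.32 (standard error 0.22, adjusted p = 0.00126), and Fgfr4, which differed by -1.14 (standard error 0.25, adjusted p = 0.00592). In the LXR/RXR list, 14 genes were called lower and 1 higher. That list was called in 7 of 19 alternatives, among them the dimmed rows set missing (adjusted p = 0.0232) and slide as a random block (adjusted p = 0.0173), and in 0 of 24 fits with an array left out.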

Other downregulated pathways are consistent with anti-inflammatory processes (i.e., coagulation system and acute-phase response signaling). 

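Tissue factor, F3, had the smallest p in the coagulation list and differed by -2.96 (standard error 0.57, adjusted p = 0.00261), with early HFD tumor MSU_163 far above the other early tumors, followed by Vwf at -2.69 (standard error 0.62, adjusted p = 0.00821). The complement gene C4b, in the acute phase list, differed by -1.75 (standard error 0.43, adjusted p = 0.0119). No gene of the 2 lists was called higher, and 5 and 9 were called lower. The coagulation list was called in 15 of 19 alternatives. It was not called with slide as a fixed block (adjusted p = 0.608), with only the early HFD-LFD tumors (adjusted p = 0.602) or with median centring (adjusted p = 0.0533), besides the estimated correlation. The acute phase list was called in 16 of 19. The acute phase list was not called by fry (adjusted p = 0.0662) and neither list was with an estimated correlation (adjusted p = 0.396 and 0.497).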

The early HFD tumors showed higher levels of Arg1-positive macrophages [6], indicative of M2 or alternative anti-inflammatory activation. 

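The change from late to early tumors in the coagulation list was lower in HFD (adjusted p = 8.36e-05 by camera) and was not called in HFD-LFD tumors (adjusted p = 0.144). The FXR/RXR list was lower in both diets (adjusted p = 1.17e-06 in HFD and 0.00111 in HFD-LFD), as was the acute phase list (adjusted p = 0.00937 and 0.00224). The LXR/RXR list was called lower in HFD-LFD (adjusted p = 0.0159) and not in HFD tumors (adjusted p = 0.0867). Against all 18 late tumors, the early HFD tumors were lower in each of the 4 lists, with adjusted p from 5.02e-06 for FXR/RXR to 0.0484 for LXR/RXR, and 0.00280 for acute phase. The early HFD-LFD tumors against the same late tumors were called lower only in the FXR/RXR list (adjusted p = 0.0426), and not in the acute phase (adjusted p = 0.300), LXR/RXR (adjusted p = 0.416) or coagulation list. The difference between the 2 changes within diets was itself called for the coagulation list (adjusted p = 0.0190) and for the FXR/RXR list (adjusted p = 0.0326). For the acute phase list (adjusted p = 0.910) and the LXR/RXR list (adjusted p = 0.969) it was not. Random relabelings of onset within each diet gave a p as small for the coagulation list in 10 of 100 and for the FXR/RXR list in 40 of 100. The mean over the coagulation list's genes was -0.54 in early and 0.15 in late HFD tumors, and -0.10 in early and 0.21 in late HFD-LFD tumors.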

Although early HFD-LFD tumors did not show elevated levels of M2 macrophages, these pathways were not as robustly downregulated in those tumors. Additionally, pathways associated with genotoxic stress (i.e., GADD45 signaling, DNA damage-induced 14-3-3σ signaling, and EIF2 signaling) were identified among upregulated genes. This may be associated with DNA damage resulting from exposure to the mutagenic carcinogen DMBA.

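The GADD45 list had a median log2 difference of 0.42 over 18 genes, 13 of them higher in early tumors (adjusted p over 25 lists = 0.00222 by camera). The EIF2 list, of ribosomal and initiation factor genes, had a median of 0.19 over 99 genes, 73 higher (adjusted p = 4.54e-05). A camera p as small came in 5 of 100 splits for GADD45 and 4 for EIF2, the real split included. In 6 of 6 early tumors the mean over the list's genes was above the late median for both. The 4 lowest late tumors for the EIF2 list were the 4 tumors of slide 6, which has dimmed rows. Without slides 6 and 7 the EIF2 list stayed called higher by camera (adjusted p = 7.80e-06). In the EIF2 list, Rpl15 differed by 0.55 (standard error 0.13, adjusted p = 0.00865), with its probe in rows dimmed on slide 6, and 0.44 with those rows set missing. Late HFD tumor MSU_93 lay far below the other late HFD tumors in Rpl15. With the scanner software's ratio the EIF2 list was not called (adjusted p = 0.0503). Eif2ak2, the kinase PKR, differed in the other direction, by -0.92 (standard error 0.16, adjusted p = 0.00163), with 0 of 6 early tumors above the late median.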

qRT-PCR showed upregulation of *Ntf3*, *Trp53*, *Ccnd2*, *Ctnnb1*, *Brca1*, *Apaf1*, and *Bmp7* RNAs and downregulation of *Bmp10* RNA in both early HFD and early HFD-LFD tumors. We previously found that *Trp53*, *Bmp7*, *Ctnnb1*, and *Bmp10* identified Ingenuity canonical pathways for basal cell carcinoma signaling and role of NANOG in mammalian embryonic stem cell pluripotency [6]. This suggests that the similarity between HFD early tumors and basal-like breast cancer [23] is reiterated in the HFD-LFD early tumors. In our prior studies [6], *Trp53*, *Ctnnb1*, Ccnd2, *Brca1*, and *Apaf1* also identified Ingenuity canonical pathways for p53 signaling and GADD45 signaling. This confirms our findings in Ingenuity Pathway Analysis of the microarray clusters. *Trp53*, *Ctnnb1*, *Bmp7*, *Bmp10*, *Ccnd2*, *Apaf1*, and *Brca1* additionally identified the Ingenuity canonical pathway for molecular mechanisms of cancer, again confirming our findings from Ingenuity Pathway Analysis of the microarray clusters.

*Ntf3* and its receptor *Ntrk3*, though they do not identify a canonical pathway, are overexpressed in a significant proportion of human breast cancers, particularly in basal-like breast cancers (11 % amplified + upregulated in basal-like PAM50 breast cancers vs. 5 % in all breast cancers, 6 % in luminal A/B, and 0 % in Her2+) [24, 25]. Neurotrophins and the p75 neurotrophin receptor are expressed in human breast cancers and are implicated in promoting angiogenesis, tumor growth, invasion, resistance to apoptosis, and resistance to anoikis in triple-negative breast cancer [26–28]. Interestingly, neurotrophin expression is increased in the brains of mice fed 60 % HFD, suggesting its upregulation in early-occurring continuous HFD and HFD-LFD tumors may also be diet-induced [29].

The increased expression of *Ccnd2* (cyclin D2) is discordant with enhanced tumorigenesis of early continuous HFD and HFD-LFD tumors, as loss of cyclin D2 expression is frequent in breast cancers [30] and cyclin D2 has been considered to be a tumor suppressor. However, transgenic overexpression of cyclin D2 does block lobuloalveolar development [31], and perhaps *Ccnd2* overexpression in our system could be viewed as suppressing differentiation. It is noteworthy that *Ccnd2* expression may be specifically elevated in poorly differentiated breast cancer cells that exhibit features of epithelial-mesenchymal transition and a higher potential for metastasis [32]. Examination of The Cancer Genome Atlas database revealed that *Ccnd2* expression was altered (mainly amplified or upregulated) in 16 % of basal-like PAM50 breast cancers vs. altered (mainly downregulated) in 4 % of luminal A/B and 0 % in Her2+ breast cancers [24, 25].

In regard to increased *Ctnnb1* (β-catenin) expression, the Wnt/β-catenin pathway is involved in normal mammary gland proliferation and development and is associated with poor prognosis in breast cancer [33]. Elevated *Ctnnb1* expression may activate this pathway. We found that β-catenin protein and activation levels were elevated in all adenosquamous tumors regardless of diet, and thus this is unlikely to be a factor in their shortened latency on continuous HFD and HFD-LFD. β-catenin levels were also elevated in the nonadenosquamous continuous HFD tumors, as well as in nonadenosquamous switched-diet tumors. Thus, elevated β-catenin is associated with adenosquamous tumors regardless of diet, and HFD exposure in any life period results in elevated β-catenin across the various other nonadenosquamous tumor histopathologies. Because both HFD-LFD and HFD elevate β-catenin but HFD-LFD does not shorten the latency of nonadenosquamous tumors, it is unlikely that β-catenin is key to driving shortened latency in the nonadenosquamous tumors from HFD mice. As mentioned above, increased angiogenesis is a more likely mechanism, as it requires continuous HFD exposure.

### Characteristics of the mammary gland before the occurrence of tumors

We previously reported that, before tumor development, continuous HFD mice exhibited increased proliferation in normal mammary gland structures and hyperplastic lesions, as well as increased incidence of abnormal hyperplasia, associated with increased tumorigenesis [6]. The pretumor mammary glands of HFD-LFD mice were similar in all of these characteristics, and these factors were all likely important contributing factors in promoting tumor development after peripubertal HFD exposure. In contrast, macrophage recruitment was increased in all treatment groups that received HFD, regardless of timing, whereas increased angiogenesis required continuous HFD exposure. These latter results suggest that, if macrophage recruitment plays a role in HFD tumor promotion, it is likely through interaction with an effect specific to peripubertal exposure or with a property of the gland at this stage of development. With regard to angiogenesis, only continuous exposure to HFD was sufficient for this, and thus it was not a contributing factor to the peripubertal HFD promotional effects.

Gene expression analysis in pretumor mammary glands showed that all growth factors and chemokines observed to be elevated before tumor development in continuous HFD mice at 13 weeks of age (i.e., *Tgfa*, *Ccl1*, *Ccl17*, *Ccl20*, *Ccl22*, and *Tgfb1*) were elevated in LFD-HFD mammary glands at this time. Because LFD-HFD mammary glands do not develop early tumors, this indicates that these factors are unlikely to be factors specific to peripubertal exposure or to be responsible for the enhanced proliferation observed in normal HFD-LFD mammary glands. Only *Tgfa* was elevated in HFD-LFD mammary glands at a time after the switch to LFD. If increased *Tgfa* levels were sustained throughout the tumorigenesis period (up to 45 weeks of age) in the HFD-LFD group and did not require continued HFD exposure, this could explain, at least in part, the promotional effect of limited peripubertal exposure to HFD. *Ctnnb1* (β-catenin) expression was also increased in pretumor mammary glands of HFD-LFD mice and showed a trend toward increased expression in continuous HFD mice, indicating another early effect of peripubertal exposure to HFD. It is noteworthy that TGFα can activate β-catenin [34]. This further suggests a plausible role for TGFα in HFD-enhanced proliferation. However, TGFα itself is certainly not sufficient to promote proliferation, as elevated *Tgfa* expression and proliferation are dissociated in mice exposed to HFD only in adulthood (i.e., LFD-HFD). It may be that peripubertal HFD exposure induces another growth factor not assayed here, perhaps through the action of TGFα itself; that peripubertal HFD exposure induces long-lasting changes in the regulation of proliferation (e.g., epigenetic effects); or that peripubertal TGFα interacts with a specific population of cells not present in the adult gland (e.g., stem cells). The length of exposure to elevated levels of TGFα is a less likely explanation, as brief peripubertal exposure and lengthy continuous exposure to HFD elicit similar increases in *Tgfa* expression. The pubertal window of exposure seems critical regardless of whether elevated *Tgfa* expression is essential for enhanced proliferation. It is noteworthy that there was no overlap between the genes and pathways identified in pretumor mammary glands by expression analyses at 3 or 4 weeks on HFD and those identified at 10 weeks on HFD, as well as between those identified at any pretumor time point and in early HFD tumors [6].

### Interaction of DMBA and HFD

We previously reported that in the absence of DMBA, at 3 weeks on HFD, there was a significant transient increase in eosinophil recruitment to the periepithelial stroma, as well as transient increases in *Ccl3*, *Ccl24*, and *Il4* gene expression; a twofold increase in mammary epithelial cell proliferation; and robust upregulation of *Tnfs11* (receptor activator of nuclear factor κB ligand) gene expression at 4 weeks on HFD [6]. However, in the present study, in the absence of DMBA at 10 weeks on their diets (13 weeks of age), only increased macrophage recruitment was observed among continuous HFD and HFD-LFD mice. Importantly, this highlights the long-lasting effect of peripubertal HFD to cause higher levels of macrophages that are maintained after a switch to LFD. None of the genes identified as HFD-regulated in DMBA-treated mice were regulated by HFD in the absence of DMBA. Among those genes that were regulated by only HFD with DMBA treatment were *Tgfb1*, *Ccl1*, *Ccl17*, and *Ccl22*, whose products are all associated with the recruitment and function of immunosuppressive Treg cells [35–37]. Thus, the interaction of DMBA with HFD may influence tumorigenesis by immune modulation in addition to its activity as a mutagen. We also noted that DMBA, independent of diet, had a profound effect on mammary gland development. DMBA-treated mammary glands retained a pubertal morphology, evidenced by the presence of numerous terminal end buds and limited ductal growth. Because the pubertal gland is undergoing rapid proliferation, it is likely that the retention of a pubertal developmental state resulting from DMBA treatment contributed to the increased proliferative effects of HFD at 13 weeks of age, as previously reported [6].

An additional consideration regarding the interaction of HFD and DMBA is the possibility that HFD could increase the metabolism and activation of DMBA, thereby increasing the “effective dose” of DMBA. This could in part contribute to the increased tumorigenesis observed with HFD. It is also of interest to note that increasing doses of DMBA can also increase the proportion of adenosquamous mammary tumors [38]. However, it is noteworthy that the increased incidence of early tumors and adenosquamous tumors occurred mainly as a result of peripubertal exposure to HFD, indicating an important life-stage period of increased susceptibility to an HFD’s effects.

Another consideration regarding HFD effects in the present study are its potential contribution to tumorigenesis through increased caloric density. Lard is the major animal fat in our HFD, and it contributes to caloric density. Researchers in other studies have compared 45 % and 60 % lard HFD, which differ in caloric density, on tumorigenesis in C3(1)-T_Ag_ mice [39], and they found the same increases in tumorigenesis for both 45 % and 60 % lard HFD compared with 10 % LFD. This suggests that increased caloric density per se was not the only contributor to increased mammary tumorigenesis. However, regardless of caloric density, excess lard is apparently a risk factor for the mice; it may be the fat, or it may be the extra calories.

It is noteworthy that mice in the present study which were started on HFD in peripuberty did not exhibit a significant increase in body weight. Thus, HFD had a promotional effect on tumorigenesis in normal-weight mice. Interestingly, mice started on HFD in adulthood did gain significant body weight. However, despite the increase in body weight, this did not promote tumor development as measured by increased incidence, decreased latency, or increased tumor cell proliferation in the LFD-HFD tumors. Also to be considered are the metabolic consequences of HFD with regard to the development of prediabetic or diabetic conditions. In this regard, despite the increase in body weight observed in the LFD-HFD mice, there were no significant differences in blood glucose or insulin levels between diet regimens at 4 weeks after diet switches or in tumor-bearing HFD-LFD and LFD-HFD mice.

Studies on the effect of HFD on tumor development without obesity have been investigated in other mouse mammary cancer models. Results vary by age at diet initiation and by tumor model. In two studies of the effects of HFD initiated at 4 weeks of age in mice overexpressing *HER2/Neu* in the mammary gland [40, 41], HFD promoted tumor development by increasing tumor incidence without increasing tumor cell proliferation, and there was no insulin resistance or hyperinsulinemia. In contrast, *HER2/Neu*-transgenic mice fed HFD starting in adulthood showed no difference in tumor latency, incidence, or metastasis [42]. In the BALB/c 4 T1 tumor transplant model, mice were started on HFD at 4 weeks of age and tumor cells were transplanted after 16 weeks on diet [43]. Tumor weight and number of metastases were significantly increased by HFD. In contrast, there was no promotional effect when HFD was initiated in 10-week-old adult mice. The promotional effect observed when diet was started at 4 weeks of age is similar to our present results, showing an association of HFD with increased macrophage infiltration, angiogenesis, and cellular proliferation, as well as increased levels of a number of inflammatory factors.

## Conclusions

These studies importantly reveal a pubertal window of susceptibility to HFD promotion of DMBA-induced mammary carcinogenesis. Although the full range of etiologic factors that contribute to human breast cancer are yet to be determined, early life exposure to environmental carcinogens is a plausible contributing factor. Thus, the carcinogen-induced mammary cancer model allowed us to investigate the interaction of a carcinogenic mutagen and a lifestyle factor (dietary fat) on subsequent promotion of mammary tumorigenesis. Increased proliferation and increased tumor-associated macrophages are characteristics that are maintained in the short-latency tumors that arise after peripubertal restricted HFD, and thus they are plausible contributors to the promotion of tumor development observed with peripubertal HFD exposure. Interestingly, the only peripubertal HFD characteristic that we observed in the absence of DMBA was enhanced macrophage recruitment to the normal periepithelial compartment. This suggests that HFD-mediated macrophage recruitment induced during peripubertal exposure has the potential to influence future mammary tumor development across tumor etiologies beyond DMBA-induced carcinogenesis.

It is noteworthy that recent prospective human epidemiologic studies show compelling evidence for high total and saturated fat intake as a risk factor for ER + PR+ as well as HER2− breast cancer [44] and, strikingly, a strong association between the intake of red meat–derived animal fat and breast cancer risk in normal-weight, premenopausal women but not in overweight or obese women [5]. The latter findings are particularly in accord with our present study, where we found that an animal-derived HFD promoted tumor development in an obesity-resistant mouse model of breast cancer. The increased and early occurrence of adenosquamous carcinomas, a subtype of mammary cancer that resembles a subset of human basal-like breast cancer that also predominantly occurs at an earlier age than other breast cancers [3], suggests further parallels between these human and animal studies of diet-associated carcinogenesis. Future studies designed to reveal the mechanisms underlying these parallels are needed to identify potential interventions for the promotional effects of pubertal dietary exposure to animal-derived saturated fat. These studies have the potential to reveal intermediate biomarkers that may increase the ability to assess breast cancer risk and develop intervention strategies to reduce risk.

## Additional files

Additional file 1: Table S1. Compositions of the diets. (PDF 118 kb) Additional file 2: Table S2. Tumors used for qRT-PCR analysis and microarray analysis. (PDF 10 kb) Additional file 3: Table S3. Ontology analysis of short-latency tumors that cluster together. (PDF 38 kb) Additional file 4: Figure S1. Comparison of weight gains in mice fed HFD-LFD and LFD-HFD. BALB/c mice were started on HFD or LFD at 21 days old and then switched at 63 days old (9 weeks) to LFD and HFD, respectively, and continued until 329 days (47 weeks) of age. The decreased weight between 42 and 63 days was due to the response to DMBA treatment. Differences in body weight between the two diet groups were significant (*p* < 0.05) at every time point, except days 21, 107, 132, 139, and 209. (PDF 764 kb) Additional file 5: Figure S2. Effects of diet treatments on blood levels of glucose and insulin. BALB/c mice started on HFD or LFD at 3 weeks of age were switched to LFD or HFD, respectively, at 9 weeks of age. Blood levels of glucose (**a**, **c**) and insulin (**b**, **d**) were measured at 4 weeks post diet switches (**a**, **b**) or in tumor-bearing mice (**c**, **d**). The bars represent mean ± SEM for samples at 4 weeks after diet switches and from tumor-bearing mice (n = 5 for all groups). No significant differences were detected.

## Abbreviations

Ab: antibody
ADSQ: adenosquamous
Apaf1: apoptotic peptidase activating factor 1
Arg1: arginase 1
BMI: body mass index
Bmp: bone morphogenetic protein
Brca1: breast cancer 1, early onset
BrdU: 5-bromo-2′-deoxyuridine
Ccl: chemokine (C-C motif) ligand
Ccnd2: cyclin D2
Ctnnb1: catenin (cadherin associated protein), beta 1
DMBA: 7,12-dimethylbenz[*a*]anthracene
ER: estrogen receptor
FXR: farnesoid X receptor
H&E: hematoxylin and eosin
HFD: high saturated animal fat diet
LFD: low-fat diet
Ntf3: neurotrophin 3
LXR: liver X receptor
mTOR: mechanistic target of rapamycin
PBS: phosphate-buffered saline
PBSA: bovine serum albumin in phosphate-buffered saline
PR: progesterone receptor
qRT-PCR: quantitative reverse transcription polymerase chain reaction
RXR: retinoid X receptor
Tgfa: transforming growth factor α
Tgfb1: transforming growth factor β1
Trp53: transformation-related protein 53

# Supplementary material for: Puberty-specific promotion of mammary tumorigenesis by a high animal fat diet
**Source:** Breast Cancer Res. 2015 Nov 2;17:138. doi: 10.1186/s13058-015-0646-4
**Supplement:** Additional file 1: Table S1. — Compositions of the diets.

Table S1. Diet Compositions

| Ingredients (g/100 g) |                                       | Low Fat Diet | High Fat Diet |
|-----------------------|---------------------------------------|--------------|---------------|
| Fat                   | Corn Oil                              | 2.369        | 16.1498       |
|                       | Lard                                  | 1.8957       | 31.6537       |
| Carbohydrate          | Corn Starch                           | 54.407       | 8.888         |
|                       | Maltodextrin                          | 11.848       | 16.1498       |
| Protein               | Casein                                | 18.987       | 25.8397       |
|                       | L-cystine                             | 0.2843       | 0.3876        |
| Fiber                 | Cellulose                             | 4.7393       | 6.4599        |
| Vitamins              | Vitamin Mix V10001                    | 0.9479       | 1.2919        |
|                       | Choline Bitartrate                    | 0.1896       | 0.2584        |
| Minerals              | Mineral Mix S10026                    | 0.9479       | 0.1286        |
|                       | DiCalcium Phosphate                   | 1.2322       | 1.6795        |
|                       | Calcium Carbonate                     | 0.5213       | 0.7106        |
|                       | Potassium Citrate, 1 H <sub>2</sub> O | 1.5639       | 2.1318        |
| <b>Energy</b>         |                                       |              |               |
| kcal density/g        |                                       | 3.8          | 5.2           |
| % kcal                | Fat                                   | 10           | 60            |
|                       | Carbohydrate                          | 70           | 20            |
|                       | Protein                               | 20           | 20            |

# Supplementary material for: Puberty-specific promotion of mammary tumorigenesis by a high animal fat diet
**Source:** Breast Cancer Res. 2015 Nov 2;17:138. doi: 10.1186/s13058-015-0646-4
**Supplement:** Additional file 2: Table S2. — Tumors used for qRT-PCR analysis and microarray analysis.

**Table S2. Tumors used for quantitative reverse transcription PCR analysis and microarray analysis.**

|                            | <b>Latency (wks)*</b> | <b>Histopathology</b>       | <b>ER/PR</b> |
|----------------------------|-----------------------|-----------------------------|--------------|
| <b>LFD</b>                 | 31                    | Cribriform carcinoma        | ER-/PR-      |
|                            | 31                    | Papillary carcinoma         | ER+/PR+      |
|                            | 34                    | Adenosquamous carcinoma     | ER-/PR-      |
|                            | 39                    | Glandular carcinoma         | ER+/PR+      |
| <b>HFD<br/>(early)</b>     | 17                    | Ductal Carcinoma            | ER+/PR+      |
|                            | 14                    | Adenosquamous/Cribriform CA | ER-/PR-      |
|                            | 10                    | Adenosquamous carcinoma     | ER-/PR-      |
|                            | 10                    | Adenosquamous carcinoma     | ER-/PR-      |
| <b>HFD<br/>(late)</b>      | 29                    | Papillary carcinoma         | ER+/PR+      |
|                            | 34                    | Papillary carcinoma         | ER+/PR+      |
|                            | 35                    | Adenosquamous carcinoma     | ER-/PR-      |
|                            | 45                    | Glandular carcinoma         | ER+/PR+      |
| <b>LFD-HFD</b>             | 28                    | Papillary carcinoma         | ER-/PR-      |
|                            | 31                    | Glandular carcinoma         | ER+/PR+      |
|                            | 37                    | Glandular carcinoma         | ER+/PR+      |
|                            | 42                    | Glandular carcinoma         | ER+/PR+      |
| <b>HFD-LFD<br/>(early)</b> | 10                    | Adenosquamous carcinoma     | ER-/PR-      |
|                            | 16                    | Adenosquamous carcinoma     | ER-/PR-      |
|                            | 17                    | Adenosquamous carcinoma     | ER-/PR-      |
|                            | 19                    | Cribriform carcinoma        | ER-/PR-      |
| <b>HFD-LFD<br/>(late)</b>  | 26                    | Papillary carcinoma         | ER-/PR-      |
|                            | 33                    | Glandular carcinoma         | ER+/PR+      |
|                            | 38                    | Adenosquamous carcinoma     | ER-/PR-      |

\*Latency is presented as weeks post first DMBA treatment

How the deposited data were processed for this re-analysis (not part of the article)

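Gene expression was measured in 24 mammary tumors of BALB/c mice treated with the carcinogen DMBA, each on its own Agilent 2-color array beside a common mouse reference RNA. As deposited by the authors, the intensity values are the scanner software's mean brightness of each spot and median brightness of its local background in each dye, without dye normalization, and a background-subtracted intensity. The log10 values, as deposited, are ratios of Cy5 to Cy3 that the scanner software had background-subtracted and normalized for dye. Probe positions are on mm9. The main analysis started from the intensities, and the paper's normalization, signal filter and imputation across arrays are not in them and were run here. Tumors were grouped by the diet and onset that their labels give, and the direction of the ratio (tumor in Cy5) was settled from the spread of each channel. The Y chromosome probes, chosen as bright in Cy3, went the same way.

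Signals were analysed in R 4.3.3 with limma 3.58.1. Background was corrected by normexp with an offset of 50, fitted on spots without an outlier flag. The fit was first run on all spots, and was changed after the first counts of genes had been seen, because a few spots with a blemished local background raised the Cy5 floor to as much as 11.9 log2 units on 7 arrays, against at most 6.09 without them. Ratios were normalized by loess within each array and spots of the same probe were averaged. Probes with a background-subtracted signal over 10 in both channels on at least 80% of arrays were kept, 26754 of 39429, and missing values were imputed from the 10 nearest probes. Of the 39429 probes, 31375 were named through a RefSeq table, 27234 by accession, 3576 by symbol and 565 by an older symbol, and 8054 kept the name in the file. The probe with the highest mean intensity stood for each gene, which left 20580 genes.

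Each comparison was a limma fit with an adjusted p (Benjamini-Hochberg) under 0.05 over these genes: early against late tumors over 24 arrays, HFD against LFD over 14, and early against late within HFD and within HFD-LFD, and the difference between these changes, as contrasts of 6 group means over 24 arrays. Gene lists of at least 5 tested genes were tested by camera with a preset correlation of 0.01, with fry and an estimated correlation as alternatives. The lists were written by hand: 13 for pathways of the paper (G1/S, G2/M, chromosomal replication, cyclins, TOB, mTOR, purine, GADD45, EIF2, FXR/RXR, LXR/RXR, coagulation and acute phase) and 12 of markers (proliferation, macrophage, endothelium, basal and luminal epithelium, squamous differentiation, milk protein, adipocyte, skeletal muscle, B cell, T cell and fibroblast). Arrays were clustered on 770 genes, the number in the paper. Groups, comparisons, tests, the rule for named genes and most alternatives were fixed before the data were examined. The rule named 22 genes that the paper names in tumors or in mammary glands, the 5 largest rises and 5 largest falls among called genes with the same sign in both diets, and the 2 genes with the smallest p in each pathway list that was called.

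The alternatives were the scanner software's log ratio, no background correction, median centring, the tumor channel alone, other filters, missing values left missing, other ways to combine probes, an unadjusted p, array weights, a variance trend, slide as a random or fixed block, group means, subsets of tumors, other clusterings, other list tests, significance analysis of microarrays, and each array left out in turn. Added after the data had been seen were scan session as a block, the rows with dimmed Cy5 set missing, the arrays of slides 6 and 7 left out, and normexp on all spots. No pairing of tumors was used, since each tumor came from its own array and no label pairs them.

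The steps were tested on simulated data of the same size, in which 200 of 20580 genes were changed by 2 log2 units. The share recovered was 87.5% for early against late, 79.0% for HFD against LFD, 71.5% and 63.5% within HFD and HFD-LFD, and 42.0% for the difference between them, with 4.03% to 8.14% of calls false. With no gene changed, 1 of 20 simulations gave any call. The simulated noise was independent between genes, with no effect shared by the arrays of a slide and no dimmed rows. These shares need not hold for the real arrays. Among random splits of the real arrays other than early against late, up to 1224 genes were called, with a median of 0. The median number of gene lists called in them was 7. Values hidden and imputed had a correlation of 0.951. Signal limits what the arrays resolve: 65.3% to 89.1% of probes per array were well above background in the tumor channel, and the SD between spots of the same probe was 0.07 to 0.70 log2 units. Histology and latency of single tumors could not be matched to arrays and were not analysed here.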

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

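The tests of the Cy3 dye in the dimmed rows, of tumors MSU_163 and MSU_28, and of the differences between diets in gene lists were chosen only after the results had been seen, as were the settings that mask the dimmed rows or leave out slides 6 and 7.

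Signal was lost in part of 7 arrays, which the paper does not report. The Cy5 to Cy3 ratio fell in a band of rows on the 4 arrays of slide 6, to as low as -4.98 log2 units, and on the 3 arrays of slide 7, to as low as -5.04. If the spots had been hybridized or printed unevenly, both dyes would have dimmed. In the same rows, against the 17 other arrays, Cy5 fell by between 1.22 and 2.12 log2 units, while the Cy3 change lay between -0.14 and 0.02, with its lowest value at -0.136. The tables therefore argue against a loss of spots or hybridization as the cause. Whether Cy5 was bleached or degraded before scanning was not tested. No biological explanation was tested, since the rows of an array have no biological order.

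HFD tumor MSU_163 stood apart from the other 5 early tumors in 9 measures. The gap to the nearest tumor, as a share of the range over the 6 early tumors, was 0.780 for the luminal list, 0.642 for the squamous list, 0.720 for the milk protein list and 0.807 for the T cell list. For single genes it was 0.843 for Esr1, 0.705 for Prlr, 0.677 for Cyp3a25, 0.744 for Fcgbp and 0.654 for F3. Its luminal score was 0.17, against -1.59 to -1.20 in the others, and its squamous score was -0.63, against 0.94 to 1.81. All 9 still stood apart with the dimmed rows set missing. Chance alone gives such a gap in about 1 in 20 groups, and 23 of 292 tests (7.88%) over 4 groups gave one. A late tumor's array under the label early could explain this pattern. Over the 1693 genes called without it, MSU_163 lay on the early side of the late mean for 85.1% of genes, while the late tumors left out in the same way ran from 22.7% to 83.1%, the highest in HFD tumor MSU_96. That is a larger share than in any late tumor, by 2 percentage points, though within 2 SD of the late mean (52.3%, SD 17.9%), and the other early tumors ran from 92.5% to 99.2%. The scores of some lists go further against a late array. MSU_163 lay beyond every late tumor on the early side in 10 of 25 lists, among them G1/S at 4.20 late SD from the late mean, cyclins at 3.47, proliferation at 3.28, chromosomal replication at 3.15, G2/M at 3.08 and coagulation at 2.20. Late tumors left out in the same way reached at most 1.37 in G1/S, 1.65 in cyclins, 2.12 in chromosomal replication and 2.72 in proliferation. The last was in MSU_96, which lay beyond every other late tumor in 11 lists. In G2/M the late maximum was also below the value of MSU_163. In coagulation it was above that value, at 2.287, so this list does not set MSU_163 apart from a late array. The prediction written for the share of genes was met, and the slide was set against it only after that value was known. What keeps a wrong label open is the slide. MSU_163 lies on slide 2, which holds only early HFD tumors, and the other 2 were at 4.34 and 3.65 late SD in G1/S, so a shift of that slide and the early label cannot be told apart in these scores. A tumor of another histology stays open too and was not tested. The early HFD tumors that the paper lists include a ductal carcinoma positive for ER and PR, beside adenosquamous or mixed ones negative for both. Such a tumor under a right label could have the higher Esr1 and luminal values and the lower squamous score of MSU_163. The listed tumors could not be matched to arrays.

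LFD tumor MSU_28 stood apart from the other 4 LFD tumors in 5 measures. The ratio of gap to range was 0.962 for the SD between spots of the same probe (0.70 log2 units, against 0.08 to 0.10), 0.918 for the TOB list, 0.721 for the LXR/RXR list, 0.919 for Ctnnb1 and 0.766 for Rbl1. The array is on slide 6, whose other 3 arrays had an SD between spots of 0.58 to 0.64. With the dimmed rows set missing, 1 of the 4 gene and list values, that of Rbl1, still stood apart. The loss of Cy5 signal could explain the other 3. The probe of Rbl1 is in no dimmed row. Its ratio still fell from 0.766 to 0.711 with those rows set missing, just over the limit of 0.71 for standing apart.

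HFD tumor MSU_86 stood apart from the other 5 late HFD tumors in the squamous list (ratio 0.715), Krtap6-5 (0.908) and Adgre1 (0.701), and MSU_93 in Vegfa (0.674) and Rpl15 (0.660). MSU_86 had a squamous score of 4.03, against -1.92 to -0.23 in the others, and this and Krtap6-5 still stood apart with the dimmed rows set missing. Among LFD-HFD tumors, MSU_45 stood apart in the chromosomal replication list (0.880) and the mTOR list (0.845), and MSU_24 in Krtap6-5 (0.931). LFD tumor MSU_137 stood apart in the milk protein list (0.893), at 2.76 against -0.77 to -0.39. Chance alone gives gaps like these in about 1 in 20 groups. With the dimmed rows set missing, the gaps of MSU_45, MSU_93 and MSU_24 no longer stood out. No biological explanation was tested for these tumors.

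The change from late to early tumors differed between HFD and HFD-LFD for 8 of 25 gene lists by camera. The adjusted p of the difference was 0.0190 for the G1/S, coagulation and proliferation lists, 0.0223 for the skeletal muscle list and 0.0326 for the FXR/RXR, cyclin, adipocyte and T cell lists. The rise in the G1/S, cyclin and proliferation lists and the fall in the FXR/RXR, coagulation and adipocyte lists were larger in HFD tumors. The fall in the skeletal muscle and T cell lists was larger in HFD-LFD tumors. Chance cannot be excluded for any of them. Of 100 relabelings of onset within each diet, a p as small came in 31 for G1/S, 40 for FXR/RXR, 10 for coagulation, 48 for cyclins, 59 for proliferation, 28 for adipocyte, 46 for skeletal muscle and 52 for T cell. The loss of Cy5 signal on slides 6 and 7 is a poor explanation, since 7 of the 8 lists, all except T cell, stayed called without these slides. Early HFD and early HFD-LFD tumors also lay on different slides, in different scan sessions, so slide and diet cannot be told apart here.

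Of the 12 lists of marker genes, which do not stand for pathways of the paper, 5 differed between early and late tumors. The adjusted p by camera was 1.07e-15 for proliferation, 7.29e-05 for squamous differentiation (higher), 0.00222 for endothelium, 0.00469 for luminal epithelium and 0.0133 for adipocyte (lower). For the squamous list, 33 of 100 splits of the arrays, the real one included, gave a p as small. The number was 5 for proliferation, 24 for endothelium, 20 for luminal epithelium and 44 for adipocyte. Squamous differentiation of more of the early tumors may be one source, but the histology of single tumors could not be matched to arrays, and chance cannot be excluded for the list. Proliferation held in 18 of 19 alternatives, with an adjusted p of up to 0.109, endothelium in 18 (up to 0.398), luminal epithelium in 17 (up to 0.396), squamous differentiation in 17 (up to 0.486) and adipocyte in 16 (up to 0.543).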

How the results depend on the processing

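Scan session as a block, the dimmed rows set missing, slides 6 and 7 left out and normexp on all spots were chosen only after the results had been seen.

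Early against late tumors gave 2349 genes, and 12 of 22 alternatives stayed within 1.5 times that count. The others gave 77 genes with slide as a fixed block, 424 with slide as a random block, 473 with only the early HFD-LFD tumors, 3591 with group means, 3628 with normexp on all spots, 3887 without slides 6 and 7, 4135 with the dimmed rows set missing, 4776 with significance analysis of microarrays, 5794 at an unadjusted p and 6951 with array weights. Without single arrays the count ran from 1060, without MSU_768, to 2957, without MSU_137. In every alternative compared, each gene shared with the 2349 kept its sign. The share of called genes higher in early tumors was 34.8%, and it moved to 70.2% with median centring, 49.7% with only early HFD-LFD tumors and 22.1% with slide as a fixed block. An unadjusted p is a looser threshold by construction, and slide as a fixed block rests on slide 4 alone, with 1 late tumor. The cause of the other moves was not tested.

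HFD against LFD gave 0 genes in limma, and 17 of 21 alternatives also gave 0, as did every fit without 1 array. The others gave 1 gene in a fit over all 24 arrays, 30 with slide as a fixed block, 410 with array weights and 504 at an unadjusted p. The unadjusted threshold is looser by construction. With slide as a fixed block, the diets were compared only within slide 6, 2 HFD tumors against LFD tumor MSU_28, all with dimmed rows. That fit cannot speak for the diets in general. The cause of the other moves was not tested.

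Early against late within HFD gave 1574 genes. It gave 0 in limma with slide as a random block, 159 with only its own arrays, 534 with median centring, 534 with the tumor channel alone, 2392 with scan session as a block, 3023 with the dimmed rows set missing, 3485 without slides 6 and 7, 5004 at an unadjusted p and 8531 with array weights. Without single arrays it ran from 395, without MSU_768, to 2212. Of the 1574 genes, 634 were higher and 940 lower in early tumors. More were higher with median centring (445 higher and 89 lower) and with the scanner software's log ratio (807 and 786). Within HFD-LFD the count of 44 was the least stable. It was 0 with only its own arrays, 1 and 2 with slide as a random and a fixed block, 21 with the tumor channel alone, 24 with median centring, 77 with every probe tested, 101 with no filter on dim probes, 121 with normexp on all spots, 157 with scan session as a block, 201 with the dimmed rows set missing, 413 without slides 6 and 7, 2337 at an unadjusted p and 2576 with array weights. Without single arrays it ran from 2, without MSU_51, to 93, without MSU_86. Of the 44 genes, 33 were higher and 11 lower in early tumors. More were lower without slides 6 and 7 (197 higher and 216 lower) and with normexp on all spots (59 and 62). The same held at an unadjusted p, with array weights and with slide as a fixed block. The difference between the 2 diets, 0 genes in limma, became 2 with the scanner software's log ratio, with no filter, with missing values left missing and with the dimmed rows set missing, 1004 with array weights and 1362 at an unadjusted p, and 0 to 19 without single arrays, with 19 without MSU_97. Slide as a fixed block leaves no estimate within HFD or for this difference. The cause was not tested. The correlation of the 2 changes, 0.375, stayed positive in 11 alternatives (0.363 to 0.576) and without single arrays (0.254 to 0.465).

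All 6 early tumors shared a cluster in 14 of 16 alternatives. With only early HFD or only early HFD-LFD tumors, 3 of 3 did. Without single arrays the number was 5 or 6, as 5 early tumors remain without 1 of them. The 6 late tumors with them became 3 with the dimmed rows set missing, 0 without slides 6 and 7 and 0 with Euclidean distance, and 5 to 6 without single arrays. When the dimmed rows were set missing, the 3 late tumors that stayed, MSU_28, MSU_59b and MSU_96, were those on slides 6 and 7, and the 3 that left, MSU_137, MSU_26 and MSU_86, have no dimmed rows. The cause was not tested.

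Of 25 gene lists, 15 were called, and 12 to 16 were in 17 of 19 alternatives. There were 9 with only the early HFD-LFD tumors and 3 with an estimated correlation, and 15 to 16 without single arrays. The tumor channel varied more than the reference channel by a ratio of 3.03, and of 3.05 and 2.59 in the alternatives. Between late LFD and HFD tumors of slide 6 and those of slides 1 and 3, 5155 genes differed. With late HFD tumors only 2657 did, and with the dimmed rows set missing 131, so that most of this difference went with the dimmed rows. No gene named here that was called changed sign in any alternative. Signal limits what can be tested: 4 of the 22 genes that the paper names fell under the filter, Ccl20 and Ccl22 in both channels and Pgr and Bmp10 in the reference channel only.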

Differences from the paper's values

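The tests with the dimmed rows set missing, without slides 6 and 7, with scan session as a block and with normexp on all spots were chosen only after the results had been seen.

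The paper's number of genes between early and late tumors is 770, and the value here is 2349 by limma at an adjusted p under 0.05. The paper names significance analysis of microarrays for this comparison, and its text gives no adjusted threshold for the count. With that method 4776 genes were called here, at a false discovery rate under 0.05. The counts are therefore not at a known like threshold. Of 42 alternatives set before the data were examined, 41 differ from the paper's value by more than 1.5 times, with 77 to 6951 genes, and 1 does not, the fit without the early HFD tumor MSU_768, with 1060. The 4 alternatives chosen after seeing the values gave 3452 to 4135. The paper's comparison has 7 early tumors among 25 arrays, and the comparison here has 6 early tumors among 24 arrays, with 18 late tumors in both.

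The paper's number of LFD tumors in the comparison of diets is 3, and 5 are labeled as LFD here. The paper's text does not name which 3 were compared.

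The paper's text counts 1 late tumor in the cluster with the early tumors, and Fig. 4 shows about 2, read by eye. Here there were 6. None of 37 alternatives set before the data were examined comes within 1.5 times of either, as they range from 0 to 7. With the dimmed rows set missing, a setting chosen after seeing the values, there were 3, which is within 1.5 times of Fig. 4 and not of the text.

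The paper describes the reference as labeled with cyanine 5. In the files the channel that varied less between arrays was cyanine 3, on 24 of 24 arrays.

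Of 13 pathways of the paper with a gene list here, 10 were called in the paper's direction. The paper lists TOB and mTOR signaling as higher and LXR/RXR activation as lower in early tumors. The TOB list had an adjusted p of 0.677 and the mTOR list one of 0.249, and neither was called under any of 19 alternatives or without any array. Over all of these settings, the adjusted p ran from 0.127 to 0.958 for TOB and from 0.0533 to 0.849 for mTOR. The LXR/RXR list had an adjusted p of 0.109. It was called lower with slide as a random block (0.0173), slide as a fixed block (0.00616), group means (0.0378) and only the early HFD tumors (0.0484). It was also called with scan session as a block (0.00583), with the dimmed rows set missing (0.0232) and without slides 6 and 7 (0.0177), settings chosen after seeing the values. Over all settings its adjusted p ran from 0.00583 to 0.584. These lists are not those of Ingenuity Pathway Analysis.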

Other observations

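The test of slide 4, the test of the side on which a left-out tumor lies, the adipocyte score as a covariate and the use of the clusters on the most variable genes as a test of the choice of genes were chosen only after the results had been seen, as were the settings that mask the dimmed rows or leave out slides 6 and 7.

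Random splits of the 24 arrays into 6 and 18 tested whether chance can give the count of genes between early and late tumors. The real split had the most genes, so that 1 of 100 splits reached 2349, and the highest other split gave 1224. Chance among independent arrays can be excluded for this count. It can also be excluded for the count within HFD, where 1 of all 84 splits reached 1574. The splits ignore slide, however. The 3 early HFD tumors had slide 2 to themselves, and with slide as a random block 0 genes were called within HFD. That fit kept the dimmed rows and was not run with them set missing. For HFD-LFD, 1 of 10 splits reached 44, a design that cannot give a smaller share, so chance cannot be excluded. Splits cannot test the counts of 0 for HFD against LFD and for the difference between diets, since each of 100 splits has at least 0 genes. Chance cannot be excluded for the correlation of the 2 changes, which 5 of 100 relabelings reached, though with the dimmed rows set missing it was 0.576 and 3 of 100 relabelings did, or for the number of 15 lists called, which 8 of 100 splits reached. For single lists, 5 of 25 had fewer than 5 of 100 splits with a p as small, namely G1/S, chromosomal replication, EIF2, FXR/RXR and cyclins. For the 6 early tumors in 1 cluster, 31 of 100 splits, the real one included, gave a Fisher p as small. Each split used genes chosen by its own labels, so the p on the chosen genes is no evidence by itself. On the most variable genes, chosen without the labels, the 6 early tumors shared a cluster with 7 of 18 late tumors (Fisher's exact test, two-sided, p = 0.0162), which argues against the choice of genes as the whole cause. All 4 arrays of slide 6 were among these 7 late tumors, and the loss of Cy5 signal was not tested for this clustering. Slide stays open here too.

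Technical explanations for the genes between early and late tumors were tested in turn. If the loss of Cy5 signal on slides 6 and 7 were the cause, masking the dimmed rows would lower the count and the called genes would crowd in those rows. The count rose to 4135, and 45.8% of the genes higher in early tumors had their probe in a dimmed row, against 47.3% of all genes (Fisher's exact test, two-sided, p = 0.372). For genes lower in early tumors the share was 22.1% (Fisher's exact test, two-sided, p = 5.39e-100). The loss lowers values of late tumors, which works against calling a gene lower in early tumors. If scan session were the cause, the change within session 1 and the change within session 2 would be unrelated. Their correlation across genes was 0.716, and random relabelings gave -0.75 to 0.639. If the reference RNA had differed, its channel would show it, and 7 genes were called there (2493 at an unadjusted p). The 14 lists that stayed called in the same direction without slides 6 and 7, of 15, argue against the loss as the cause of the list calls.

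Slide stays open. Only slide 4 holds early and late tumors, 3 and 1. Of the 1574 genes called between early and late HFD tumors, a comparison with no tumor of that slide, 90.9% differed the same way between its 3 early HFD-LFD tumors and its late LFD-HFD tumor. Setting apart each of the 3 early tumors instead gave 11.8% to 43.8%. With 4 ways to choose the tumor and 1 late array, slide and onset cannot be told apart. The fit with slide as a fixed block rests on that 1 late array too. The random block was fitted with the dimmed rows kept, so it cannot separate the loss of Cy5 signal from other differences between slides. There were 424 genes called with slide as a random block and 77 with slide as a fixed block.

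Less fat in the samples was tested as an explanation of the lower FXR/RXR, coagulation and acute phase lists. The adipocyte list was lower in early tumors (adjusted p = 0.0133), while the skeletal muscle list was not called (adjusted p = 0.204). Without the early HFD tumor MSU_163 the skeletal muscle list was called lower (adjusted p = 0.00589), so the sample's surroundings as a whole cannot be told apart from other sources. Of the 15 adipocyte genes, 13 passed the signal filter, so the tumors or their surroundings express them, and among the 4 brightest, the differences were -0.66 in Fabp4 (adjusted p = 0.327), -0.94 in Cfd (0.334), -0.61 in Car3 (0.504) and -0.57 in Pnpla2 (0.112). With the adipocyte score as a covariate, 1014 genes were called between early and late tumors. The FXR/RXR list stayed called (adjusted p = 0.000885), which argues against fat cells as its whole cause. The coagulation list had an adjusted p of 0.0473 and the acute phase list of 0.0580, so fat cells could account for part of these.

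The other marker lists were not called. The skeletal muscle list was called lower in 2 of 19 alternatives, without slides 6 and 7 and with scan session as a block, the milk protein list in 1 and the T cell list in 1. Without MSU_163 the milk protein list was called lower as well (adjusted p = 0.0355). The adjusted p was 0.964 for macrophage, 0.806 for basal epithelium, 0.184 for milk protein, 0.597 for B cell, 0.160 for T cell and 0.740 for fibroblast. The median and the mean of the log2 differences had opposite signs for macrophage (-0.04 and 0.02), basal epithelium (0.13 and -0.26) and fibroblast (0.18 and -0.22).

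Tumors MSU_59a and MSU_59b carry the same number in LFD-HFD and HFD-LFD mice, and both arrays are on slide 7. Their correlation over genes was 0.826, against a median of 0.730 over all pairs, but with the dimmed rows set missing it was 0.783, below the median of 0.810. For MSU_62a and MSU_62b, of HFD and HFD-LFD mice, it was 0.745 with and without the dimmed rows. The closest pair was HFD tumors MSU_67 and MSU_84, at 0.967.

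With each array left out in turn, early tumors lay on the early side of the late mean for 85.1% to 99.2% of the genes called without them, and late tumors for 22.7% to 83.1%. Late tumors MSU_96 (83.1%), MSU_137 (81.3%) and MSU_28 (77.8%) came nearest to the early ones.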
